# Cdx ParaHox genes acquired distinct developmental roles after gene duplication in vertebrate evolution

**DOI:** 10.1186/s12915-015-0165-x

**Published:** 2015-08-01

**Authors:** Ferdinand Marlétaz, Ignacio Maeso, Laura Faas, Harry V. Isaacs, Peter W. H. Holland

**Keywords:** Cdx, Gene expression, Paralogues, Posterior axial patterning, Transcriptomics, Vertebrates, Whole genome duplication

## Abstract

**Background:**

The functional consequences of whole genome duplications in vertebrate evolution are not fully understood. It remains unclear, for instance, why paralogues were retained in some gene families but extensively lost in others. Cdx homeobox genes encode conserved transcription factors controlling posterior development across diverse bilaterians. These genes are part of the ParaHox gene cluster. Multiple Cdx copies were retained after genome duplication, raising questions about how functional divergence, overlap, and redundancy respectively contributed to their retention and evolutionary fate.

**Results:**

We examined the degree of regulatory and functional overlap between the three vertebrate Cdx genes using single and triple morpholino knock-down in *Xenopus tropicalis* followed by RNA-seq. We found that one paralogue, *Cdx4*, has a much stronger effect on gene expression than the others, including a strong regulatory effect on FGF and Wnt genes. Functional annotation revealed distinct and overlapping roles and subtly different temporal windows of action for each gene. The data also reveal a colinear-like effect of Cdx genes on Hox genes, with repression of Hox paralogy groups 1 and 2, and activation increasing from Hox group 5 to 11. We also highlight cases in which duplicated genes regulate distinct paralogous targets revealing pathway elaboration after whole genome duplication.

**Conclusions:**

Despite shared core pathways, Cdx paralogues have acquired distinct regulatory roles during development. This implies that the degree of functional overlap between paralogues is relatively low and that gene expression pattern alone should be used with caution when investigating the functional evolution of duplicated genes. We therefore suggest that developmental programmes were extensively rewired after whole genome duplication in the early evolution of vertebrates.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-015-0165-x) contains supplementary material, which is available to authorized users.

## Background

It has long been postulated that duplication of genes generates new genetic material on which natural selection can act, and hence that gene duplication might facilitate the evolution of new characters (for example [1–3]; reviewed by [4]). A refinement of this model postulates that gene duplication permits complementary mutations in daughter genes or their regulatory elements, and this in turn releases genes from evolutionary constraint according to the duplication-degeneration-complementation model [5]. Duplications can involve single genes or sets of linked genes, or they can derive from polyploidy events in which the entire genome is duplicated. A classic example that has attracted much attention occurred early in the evolution of vertebrates. There is good evidence from gene family and synteny analyses that two whole genome duplications (WGDs) occurred in the vertebrate lineage, after its divergence from tunicates and cephalochordates, but before the diversification of jawed vertebrates and possibly even before divergence of lampreys [6–10]. The widespread interest in these two round (2R) genome duplications revolves around the possibility that the generation of thousands of new genes may have facilitated the evolution of the complex vertebrate body plan. Our own existence may therefore have been dependent on genome duplication. This hypothesis is hard to test, however, since one is asking whether it would have been possible for vertebrates to have arisen without genome duplications. Unable to rewind evolution, indirect tests must be proposed.

There can be extensive gene loss following genome duplication, such that only a proportion of genes are retained in multiple copies. Using the amphioxus genome as a reference, Putnam et al. [10] detected a significant skew in the functional categories of genes retained as multiple copies in vertebrates following the two WGD events, compared to those that reverted to single copy. Genes involved in developmental processes, cell signalling, cell communication, and neurobiology, as well as genes encoding transcription factors were preferentially retained as multiple copies. Although there may be taxonomic differences in patterns of gene loss, the result is consistent with pre-genomic analyses, since the first strong evidence for gene duplication in vertebrate ancestry came from analyses of homeobox and other developmental genes, and not from housekeeping genes (reviewed by [11, 12]). Transcription factors, such as those encoded by homeobox genes, are often at important nodes in gene regulatory networks controlling subsidiary modules dependent on cellular context. Several models have been proposed for the evolution of gene regulatory networks and modules after WGD; for example, entire modules could remain redundant because of dosage balance constraints or to provide developmental robustness, or alternatively networks could be rewired to effect novel biological functions [13]. One possibility, therefore, is that developmental programs were elaborated following genome duplication, with duplicate genes encoding transcription factors being recruited into the distinct roles required to pattern the complex vertebrate embryo.

To investigate this possibility, we sought a family of homeobox genes retained in multiple copies after vertebrate 2R WGD, and with similar gene family composition in different vertebrate species. The Cdx gene family, homologous to the *Drosophila* gene *caudal* (*cad*), fulfils these criteria. In the ancestor of vertebrates, there was a single Cdx gene, chromosomally close to two other homeobox genes, Pdx and Gsx; the cephalochordate *Branchiostoma floridae* retains this condition [14]. After two rounds of whole genome duplication and some gene loss, the typical condition seen for jawed vertebrates is three Cdx genes, one Pdx, and two Gsx (Fig. 1a). This composition is seen in human, mouse, chicken, *Xenopus tropicalis*, and many other diploid species [15, 16]. In each case, the same three Cdx genes are present, named *Cdx1*, *Cdx2*, and *Cdx4*; there is no *Cdx3* gene. Teleost fish also have three Cdx genes despite having undergone an additional WGD; these are two copies of *Cdx1* (generated in the teleost fish 3R event) and a single *Cdx4* [15]. The consistency of the threefold condition for the Cdx genes, maintained over hundreds of millions of years of evolution, attracts us to Cdx genes as a useful case for analysing gene retention. The vertebrate Cdx genes are also interesting since they have been implicated in a range of developmental processes, notably specification of posterior identity along the body axis, activation of Hox genes, differentiation of epithelial cell fates in the gut, and haematopoiesis [17–21].

**Fig. 1:**
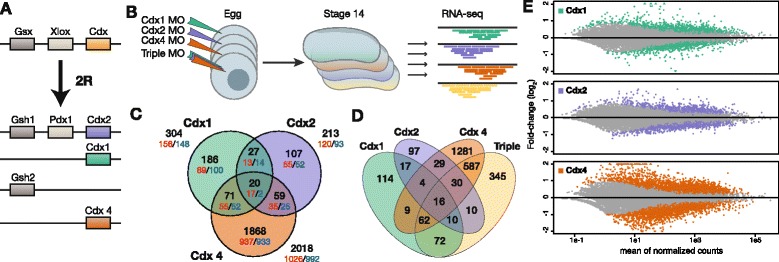
Transcriptomic assessment of Cdx paralogue function during *Xenopus tropicalis* development. **a** Duplication of the ancestral ParaHox cluster and subsequent gene loss in vertebrates resulting in three Cdx genes. **b** Experimental procedure: injection of eggs with morpholino oligonucleotides (MO) targeting specific Cdx copy, collection of stage 14 (early neurula) embryos for RNA extraction, and transcriptomic characterisation by RNA-seq. **c** Gene set overlap of the three Cdx MO targets inferred by differential expression analysis of RNA-seq data (see Methods). Venn diagram categories are specified for all genes (black), upregulated genes (red), and down-regulated genes (blue). **d** Gene set overlap for three Cdx MOs and co-injection of all three MOs (triple). **e** Gene expression and fold-change intensities across differential expression for all three Cdx MOs. Above scale fold-change values are noted as triangles. This representation reveals a strong quantitative extent of *Cdx4* MO effect compared with *Cdx1* and *Cdx2* MOs

In *X. tropicalis*, as in other vertebrates, the three Cdx genes have slightly different spatiotemporal expression patterns. Although each gene is expressed in the posterior part of the body, *Cdx4* has a more anterior expression limit in the neural tube, and *Cdx1* and *Cdx2* expression persists longer than *Cdx4* in the posterior gut endoderm [22]. The absence of radical differences between expression patterns is intriguing, apparently challenging the idea that elaboration of developmental roles explains the retention of the three Cdx genes over 500 million years of vertebrate evolution. To investigate the degree of functional overlap, we have previously used injection of translation-blocking MOs to interfere with action of each Cdx gene individually and in combination during *X. tropicalis* development [23]. These experiments revealed that the three genes have largely additive roles in the posterior of the developing embryo. For example, MO knockdown of each Cdx gene individually gave a similar range of posterior defects, including a highly penetrant axis truncation phenotype. Knockdown of all three genes together was more effective than blocking translation of any individual Cdx gene, and intriguingly a truncation defect caused by disruption of *Cdx1*, *Cdx2*, and *Cdx4* together is largely rescued by injection of RNA coding for a synthetic transcriptional activator containing the *Cdx4* DNA binding domain [23]. Together, these experiments suggest that the three genes are involved in many of the same biological pathways in the posterior of the developing embryo, and that it is an overall landscape of Cdx activity that is necessary. The question remains on why three Cdx genes are necessary to generate this landscape of activity and, more generally, why many vertebrate WGD gene paralogues have been retained for 500 million years even in the apparent absence of strong expression patterns and functional differences. One hypothesis is that functional overlap gives robustness to developing systems, especially in the face of environmental or stochastic variation, and thus redundancy can be selected for [24].

The possibility we wished to address in the current study is whether there are functional differences between WGD paralogous genes that may be masked by their shared roles and expression domains such as the shared role for Cdx genes in patterning the posterior body. To investigate this, and gain further insight into why these three duplicate genes have been retained in evolution, we carried out gene disruption followed by RNA-seq gene expression profiling. We deployed the same MO disruption strategy as used previously, since this approach has been well characterised for these genes [23]. We then examined downstream effects on *X. tropicalis* gene expression using RNA-seq. Our analyses reveal shared genes and biological pathways under the control of all Cdx genes, but each Cdx gene is implicated in a suite of specific biological pathways. This implies that sub- and neo-functionalization have altered transcription factor targets as well as regulatory network architecture after vertebrate WGDs.

## Results

### Striking quantitative differences in downstream targets of *Cdx1*, *Cdx2*, and *Cdx4*

We used injection of translation-blocking morpholino oligonucleotides (MOs) in *X. tropicalis* to investigate whether, or to what extent, duplicate genes of the Cdx homeobox gene family have distinct effects on developmental pathways in the embryo, assessed through alterations to transcriptional profiles (Fig. 1b). In *X. tropicalis*, all three Cdx genes are initially expressed in the early mesoderm at the start of gastrulation (stage 10) [22]. Following the end of gastrulation, the Cdx genes are expressed in both the ectoderm and mesoderm in the posterior of the neurula stage embryo (stage 14). We chose the early neurula stage, 6 hours after the initiation of Cdx expression, for transcriptomic analyses because it represents the peak of Cdx expression (Fig. 2c) and the stage when Hox genes, known targets of Cdx, are activated. Replicate sets of embryos were injected with a standard control morpholino or MOs targeted against the *Cdx1*, *Cdx2*, and *Cdx4* mRNAs, either individually or in combination (Fig. 1b). After culturing to stage 14, injected and uninjected control embryos were collected [23] and Illumina RNA-seq used to profile gene expression. 

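Translation-blocking MOs are antisense oligonucleotides that bind an mRNA at or near its start codon and keep ribosomes from translating it, so that the transcript can remain while its protein is lost. Files from 18 libraries were analysed, 3 for each of 6 conditions: Uninjected embryos (the background control), Mock MO, Cdx1 MO, Cdx2 MO, Cdx4 MO and Triple MO. Each injected embryo received 20 ng of MO in total. The paper's methods state that the 6 conditions of a replicate were made from sibling embryos and that their libraries shared a sequencing lane. The replicate number therefore stands for both the clutch and the lane, which cannot be told apart, and each replicate holds 1 sample of every condition.
The authors mapped the reads to the JGI assembly of the *X. tropicalis* genome with TopHat and counted them on Ensembl gene models with HTSeq, and they deposited the counts without normalization. The files list 19884 gene models, of which 18336 had at least 1 count in at least 1 sample. Between 10616592 and 22271216 counts per sample fell on genes, with a median of 16367415. The median for the 3 samples of a condition was 18594499 in Uninjected, 18270910 in Mock MO, 16278039 in Cdx1 MO, 17339149 in Cdx2 MO, 13164058 in Cdx4 MO and 17776677 in Triple MO. Of the counts with a unique position, 66.59 to 73.93% fell on genes. The counter for alignments that were not unique held from 9045335 to 34701926 per sample, and these alignments are in no gene's count, so genes with near-identical copies are counted with less certainty.
The counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test in 1 fit of all 18 samples, with the condition and the replicate number as factors and Benjamini-Hochberg adjustment for each comparison. The test covered the 13538 genes kept by edgeR's filter on low counts. CPM values are counts scaled to the sample's normalized library size. A gene at 2 CPM has 21.2 counts in the smallest library and 44.5 in the largest. The biological coefficient of variation that remained after the condition and the replicate were fitted was 0.1538, with 10 residual degrees of freedom. Counts were also simulated with the means, library sizes and dispersions of the real samples. Of 200 changed genes 160 were recovered, and 13 of 173 calls were false. The simulated changes were at least 2-fold and equal in all replicates, so the share recovered does not apply to smaller or uneven changes. Genes are named by the symbols that the paper's Table S4 pairs with the identifiers of the files, and only the 1998 rows of that table available here could be used. The files give no positions, and no genome was used here to place the genes.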

As previously reported [23], no large scale disruption of anteroposterior organisation is apparent by this stage.

**Fig. 2:**
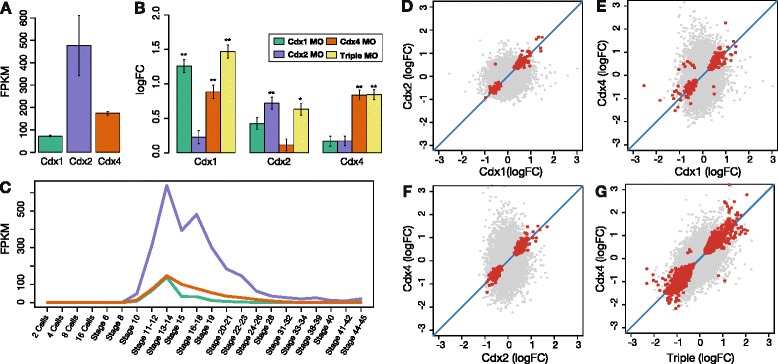
Cdx expression, cross-regulation, and pair-wise comparison. **a** Normalized expression of three Cdx paralogues at stage 14 derived from the control uninjected embryos. **b** Fold-change effect of alternative Cdx MOs on Cdx expression. Error bars indicate standard error; significance level noted as (**) and (*) for Benjamini-Hochberg-adjusted *P* <0.005 and <0.05, respectively. **c** Temporal expression profile of Cdx paralogues recovered from data of [25]. **d–g** Pairwise comparison of gene-specific fold-change triggered by distinct Cdx MOs. Genes with expression affected by both Cdx MOs are plotted as red dots, other genes plotted as grey dots

Differential expression analyses were applied to evaluate the effect of each duplicate Cdx gene on the embryonic transcriptome. Our approach is expected to identify direct targets of the Cdx transcription factors, and also indirect targets and modulated downstream pathways. 

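Compared with Mock MO, 282 genes had an adjusted p-value under 0.05 in Cdx1 MO embryos, 143 in Cdx2 MO, 3326 in Cdx4 MO and 1640 in Triple MO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 per condition, 13538 genes tested). Of these genes, 181, 116, 1707 and 892 were higher than in Mock MO. Uninjected embryos differed from Mock MO in 25 genes, 22 of them higher in Uninjected. The median standard error of a log2 fold change against Mock MO was close in all comparisons. It ran from 0.1670 for Uninjected to 0.1688 for Cdx4 MO over the 11000 genes with a mean of at least 2 CPM. The fit shares 1 spread per gene between all conditions, so these values are close by design and do not show equal spread. The median residual SD was 0.1267 in Cdx1 MO and 0.1967 in Cdx4 MO, the lowest and highest of the conditions. The fit includes the replicate number as a block, and the pairing is taken from the paper's methods and from the replicate numbers in the labels. Deviations from the condition means had a mean r across genes of 0.7821 between samples with the same replicate number (45 pairs). Between samples with different numbers it was -0.3191 (90 pairs), but the ranges overlap (lowest 0.5422 against highest 0.6671). Removing the condition means by itself pushes the second mean down, so its sign cannot tell whether such samples are unrelated. Genes are not independent replicates, so no p-value is attached. In proportion, the fit with no replicate block moved the single-MO counts most, to 0 genes in Cdx1 MO, 0 in Cdx2 MO and 0 in Cdx4 MO, and it left 7 genes in Triple MO. With DESeq2 and the same block, the counts were 664, 524, 3677 and 2206. From the numbers its own DESeq2 fit gave with a paired design, the paper reports that the Cdx MOs affected gene expression strongly at stage 14.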

Using mock-MO injection as a reference, we observed a strong impact of Cdx morpholino injection on subsequent gene expression at stage 14, with numbers of differentially expressed genes ranging from 461 to 3471 across conditions (adj. *P* <0.05; Additional file 1: Table S1). To obtain a more restricted list of unambiguously regulated genes, we applied more conservative filters based on expression and fold-change levels and accounting for injection effect (see Methods and Additional file 1: Table S1).

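The filters of the paper were applied in turn to the genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. A mean of at least 2 CPM over the 18 samples stood in for the paper's FPKM cut-off, since gene lengths were not available. This left 268 genes in Cdx1 MO, 138 in Cdx2 MO and 2956 in Cdx4 MO. Without the genes that differed between Uninjected and Mock MO, 246, 116 and 2935 were left, and an absolute log2 fold change over 0.5 was reached by 211, 105 and 2259. The difference between MOs was also tested directly. Cdx4 MO differed from Cdx1 MO in 1659 genes and from Cdx2 MO in 1664, while Cdx2 MO differed from Cdx1 MO in 47 (adjusted p-value under 0.05 in the same edgeR fit).
Averaged over its own filtered set in the direction of the fit, the log2 ratio to Mock MO in replicates 1, 2 and 3 was 0.9044, 0.9471 and 0.7101 for Cdx1 MO and 0.7857, 0.7067 and 0.6456 for Cdx2 MO. For Cdx4 MO it was 0.4091, 1.1251 and 1.0207, so replicate 1 responded less than the other replicates. In proportion, the set sizes moved most in the fit with no replicate block, which left 0 genes in each of the 3 sets. Without replicate 1 the sets held 317, 103 and 3761 genes, and without replicate 2 they held 5, 7 and 1. From the sizes of its filtered sets, the paper concludes that *Cdx4* has a much stronger effect than *Cdx1* or *Cdx2*.

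**Figure D1:**
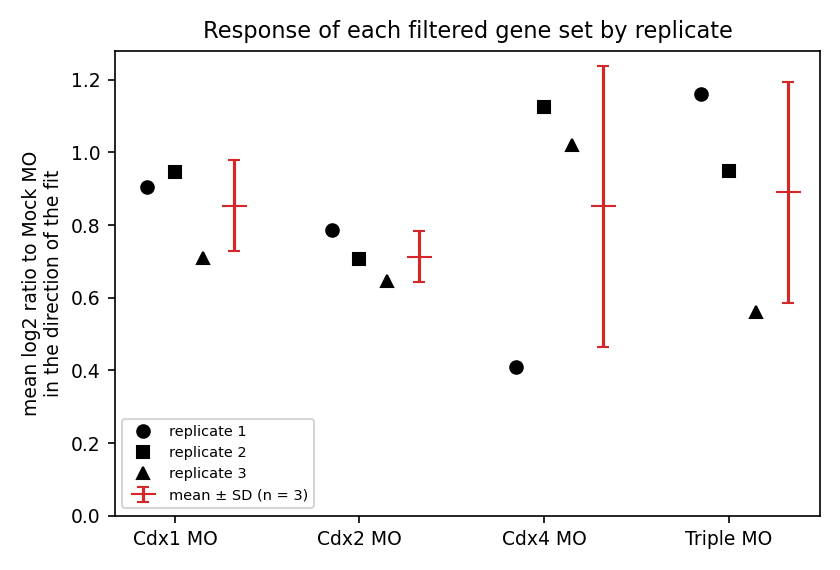
Mean log2 ratio to Mock MO over the genes of each MO's filtered set, each gene taken in the direction of its fitted change, for replicates 1, 2 and 3 (black symbols) with their mean and SD (red, n = 3). The Cdx4 MO value of replicate 1, 0.4091, is the lowest of the 12 points plotted.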

Using these criteria, we found a striking difference in the respective effect of each Cdx gene knockdown on gene expression: *Cdx4* has a much stronger biological effect (2018 differentially expressed genes), than its paralogues *Cdx1* and *Cdx2* (304 and 213 regulated genes, respectively). 

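Of the genes in the filtered sets, 121 were in at least 2 of the 3 single-MO sets and 25 were in all 3. The Cdx1 and Cdx2 MO sets shared 33 genes, the Cdx1 and Cdx4 MO sets 86, and the Cdx2 and Cdx4 MO sets 52. The 121 genes included 94 of the 211 genes of the Cdx1 MO set (44.5%), 60 of the 105 of the Cdx2 MO set (57.1%) and 113 of the 2259 of the Cdx4 MO set (5.0%). These are counts of genes past a threshold in each of 3 separate tests against the same Mock MO samples. In proportion they moved most in the fit with no replicate block, to 0 genes in at least 2 sets and 0 in all 3, and with DESeq2 in place of edgeR they rose to 267 and 41. With Uninjected embryos as the reference, 7 genes were in at least 2 sets and 0 in all 3. The Cdx2 MO set was empty with that reference, so no gene could be in all 3. The paper sets out a core of genes affected by at least 2 Cdx MOs and a smaller group affected by all 3.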

In *Cdx1* and *Cdx2*, approximately half of the differentially expressed genes belong to a core set of 177 genes that are affected by at least two Cdx MOs, but only 20 genes are co-regulated by all three Cdx MOs (Fig. 1c). The proportion of up- and down-regulated genes is comparable in each condition, including for the genes affected in more than one condition (Fig. 1c). 

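In the filtered sets, 128 genes were higher and 83 lower in Cdx1 MO than in Mock MO (60.7% higher). In Cdx2 MO the numbers were 81 and 24 (77.1% higher), in Cdx4 MO 1053 and 1206 (46.6% higher) and in Triple MO 603 and 560 (51.8% higher). Among the 121 genes in at least 2 single-MO sets, 90 were higher and 30 lower in every set they belonged to, and 1 gene, vps54, changed in opposite directions. Among the 25 genes in all 3 sets, which include vps54, 22 were higher and 2 lower in every set. The shares rest on the set sizes, and in proportion the single-MO sets moved most in the fit with no replicate block (0 genes in each, and 7 in the Triple MO set). The paper describes the proportions as comparable between the conditions.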

The stronger *Cdx4* effect also extends to the intensity of the fold-change observed for significant genes: 362 genes show a change in expression level greater than twofold in *Cdx4* MO embryos, whereas only 42 and 11 genes reach twofold change in *Cdx1* and *Cdx2* MO embryos (Fig. 1e). 

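A fold change over 2 was reached by 684 genes of the Cdx4 MO set (30.3% of it), 48 of the Cdx1 MO set (22.7%) and 10 of the Cdx2 MO set (9.5%), all with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The median absolute log2 fold change within a set was 0.7803 for Cdx4 MO, 0.7466 for Cdx1 MO and 0.6692 for Cdx2 MO. Over all 11000 genes with a mean of at least 2 CPM, significant or not, the SD of the log2 fold changes was 0.5406 for Cdx4 MO, 0.3290 for Cdx1 MO and 0.3046 for Cdx2 MO. In proportion the counts moved most with no replicate block, to 0 in all 3 sets, and with DESeq2's shrunken fold changes they were 156, 26 and 5. Without a cut-off on CPM, 1045 genes of the Cdx4 MO set were past a 2-fold change. The paper takes the larger number of genes past a 2-fold change as evidence that the stronger *Cdx4* effect extends to its intensity.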

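By the rule fixed for naming genes, the 3 largest changes in a filtered set with a mean of at least 5 CPM, the same direction in all 3 replicates and a symbol were cacna2d4, ppp1r16b and asah1 in Cdx1 MO, ahnak, rnasek and ofd1 in Cdx2 MO, lrrc18, nell2 and fam46a in Cdx4 MO, and cacna2d4, ppp1r16b and hpdl in Triple MO. The largest rise, of cacna2d4 in Cdx1 MO, was from 1.579 ± 1.840 to 17.934 ± 14.233 CPM (SD, n = 3), a log2 fold change of 3.7335 (standard error 0.3728, edgeR adjusted p = 6.2e-05). The largest fall, of lrrc18 in Cdx4 MO, had a log2 fold change of -2.6629 (standard error 0.4260, edgeR adjusted p = 0.0021). In Cdx2 MO the changes were 1.2822 for ahnak, -1.0545 for rnasek and 1.0196 for ofd1 (edgeR adjusted p = 0.0198, 0.0282 and 0.0464). Against Uninjected they were 0.6014, -0.7650 and 0.0938 (edgeR adjusted p = 0.8685, 0.8685 and 0.9772). The ofd1 transcript had 3.881 CPM in Mock MO, 7.248 in Uninjected and 7.663 in Cdx2 MO, so its rise depends on the Mock MO samples. DESeq2's shrunken fold changes moved cacna2d4 in Cdx1 MO and lrrc18 in Cdx4 MO most, to 2.5409 and -1.4423.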

This effect is also consistent with the higher *P* values in differential expression for *Cdx4* MO treatment (Additional file 2: Figure S2).

Through triple injection of all three Cdx MOs, we examined the effect of interfering with the complete Cdx gene family (Fig. 1d). 

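Triple MO embryos had 1640 genes with an adjusted p-value under 0.05 compared with Mock MO (edgeR's quasi-likelihood test, n = 3 per condition). Of these, 1477 had a mean of at least 2 CPM, 1456 of them did not differ between Uninjected and Mock MO, and 1163 of those had an absolute log2 fold change over 0.5. The median absolute log2 fold change of the 1163 genes was 0.7961, and 338 were changed more than 2-fold. In the direction of the fit, their mean log2 ratio to Mock MO was 1.1596 in replicate 1, 0.9487 in replicate 2 and 0.5607 in replicate 3. The set moved most without replicate 2, to 6 genes, and held 7 genes with no replicate block. The paper takes the Triple MO set as the response to the loss of all 3 Cdx genes.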

We found 1132 genes differentially expressed after triple MO injection using the same cut-offs. 

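Of the 1163 genes in the Triple MO set, 851 (73.2%) were also in at least 1 single-MO set and 312 were in none. The set shared 788 genes with the Cdx4 MO set, 135 with the Cdx1 MO set and 39 with the Cdx2 MO set. The number of genes in the Triple MO set alone moved most without replicate 2 or replicate 3, to 4 and 1295 genes. With no replicate block, 0 genes were shared and 7 were in the Triple MO set alone. The paper separates the Triple MO targets in this way into shared ones and ones found only with all 3 MOs.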

While most of these targets (787 genes) were also detected in the sets of genes affected by single Cdx MOs, 345 genes were interestingly found to be differentially regulated only when all three Cdx are disrupted (Fig. 1d). The detection of this target set suggests that a combination of all three Cdx genes is necessary for the activation of some pathways, or alternatively that paralogous Cdx genes can compensate for each other in the regulation of these genes. 

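Whether these 312 genes respond differently to Triple MO than to the single MOs was tested by comparing the conditions directly in the same edgeR fit. Triple MO differed from Cdx4 MO in 2 of them (0.6%), from Cdx1 MO in 2 and from Cdx2 MO in 55 (adjusted p-value under 0.05 over all genes tested). In Cdx4 MO, 302 of the 312 genes (96.8%) changed in the same direction as in Triple MO, and 44 had an adjusted p-value under 0.05 against Mock MO. The median absolute log2 fold change of the 312 genes was 0.6952 in Triple MO, 0.3983 in Cdx4 MO, 0.3405 in Cdx1 MO and 0.2403 in Cdx2 MO. Without replicate 3 the set alone in Triple MO grew from 312 to 1295 genes. The paper reasons that such genes need all 3 Cdx genes for their activation, or that the paralogues compensate for each other.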

We found that the 345-gene co-regulated set includes genes involved in several developmental processes (Additional file 3: Table S2). 

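Of the 2259 genes in the Cdx4 MO set, 1471 were not in the Triple MO set. Their median absolute log2 fold change was 0.7367 in Cdx4 MO and 0.4375 in Triple MO, and 1441 of them (98.0%) changed in the same direction. Compared directly, 3 of the 1471 genes differed between Triple MO and Cdx4 MO, out of 24 genes that did over the whole transcriptome (adjusted p-value under 0.05, edgeR's quasi-likelihood test). Over the 2259 genes, the log2 fold change was smaller in size in Triple MO for 1889 (83.6%), with a median ratio of Triple MO to Cdx4 MO of 0.6964. These genes were selected by their change in Cdx4 MO, which by itself favours a smaller value in Triple MO. Over the 788 genes in both sets, the median ratio of Cdx4 MO to Triple MO was 1.0338. The size of the Cdx4 MO set moved most with no replicate block, to 0 genes. The paper proposes that some targets need a higher dose of MO for a significant change, since the amount of each MO was smaller in the triple injection.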

We also note that some genes affected by single MOs (particularly *Cdx4* MO) are not affected by the triple MO. The likely explanation is that some targets require a higher dose of MO to effect statistically significant change in expression (to maintain the same total MO dose, one third amounts were used in the triple MO).

### Distinct downstream effects of paralogous Cdx genes

A major goal of this study was to determine the degree of functional difference between the three duplicate Cdx genes in the vertebrate embryo. We therefore tested whether the observed effects are attributable to the biological properties of each Cdx gene, or to experimental or quantitative effects.

We first determined that all Cdx genes show comparable temporal expression profiles in normal conditions using our data and that of Tan et al. [25]. 

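In Uninjected embryos, cdx4 (ENSXETG00000004589) had 354.958 ± 31.019 CPM (SD, n = 3), cdx1 (ENSXETG00000010282) 200.439 ± 12.659 CPM and cdx2 (ENSXETG00000011788) 121.837 ± 3.983 CPM. In each of the 3 replicates, cdx4 had the highest value and cdx2 the lowest. In Mock MO embryos the values were 298.282 ± 13.422, 153.002 ± 43.308 and 98.388 ± 26.591 CPM (SD, n = 3). CPM values are not divided by gene length, which the files do not give, so they compare a gene between samples and not genes with each other, whereas the paper's normalized values are FPKM. The paper states that *Cdx2*, and not *Cdx4*, has the most abundant transcript, although more genes changed when *Cdx4* was disrupted.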

All three genes peak in expression at stage 14; however, we note that *Cdx2*, not *Cdx4*, is the most abundant transcript (Fig. 2a, c), even though *Cdx4* disruption affects a larger number of target genes. We then considered the respective MO effects on Cdx gene expression to verify specificity (Fig. 2b). 

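In Cdx1 MO embryos, cdx1 had 396.290 ± 27.444 CPM against 153.002 ± 43.308 in Mock MO (SD, n = 3), a log2 fold change of 1.3934 (standard error 0.1837, adjusted p = 6.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Cdx2 MO, cdx2 had 168.719 ± 46.900 CPM against 98.388 ± 26.591, a log2 fold change of 0.7887 (standard error 0.1672, adjusted p = 0.0337 from the same edgeR test). In Cdx4 MO, cdx4 had 533.768 ± 51.801 CPM against 298.282 ± 13.422, a log2 fold change of 0.8573 (standard error 0.1304, edgeR adjusted p = 0.0017). The rise of cdx2 varied most between replicates, with log2 ratios of 1.3340, 0.1831 and 0.8031. Its adjusted p-value was above 0.05 in each of the 3 fits that left out a replicate, while its log2 fold change stayed between 0.5382 and 1.0378. Differences between the 3 rises were not tested. In Triple MO, cdx1, cdx2 and cdx4 rose by log2 fold changes of 1.5847, 0.6723 and 0.8676 (edgeR adjusted p = 2.2e-04, 0.0195 and 0.0015). Of the transcripts that a single MO did not target, only cdx1 in Cdx4 MO had an adjusted p-value under 0.05 (log2 fold change 0.9844, standard error 0.1820, edgeR adjusted p = 0.0033). The fold changes moved most with Uninjected embryos as the reference, to 0.9896 for cdx1 in Cdx1 MO, 0.4588 for cdx2 in Cdx2 MO (edgeR adjusted p = 0.8685) and 0.6071 for cdx4 in Cdx4 MO. The paper reads the rise of each targeted transcript as a check of specificity and as being of comparable degree for the 3 MOs.

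**Figure D2:**
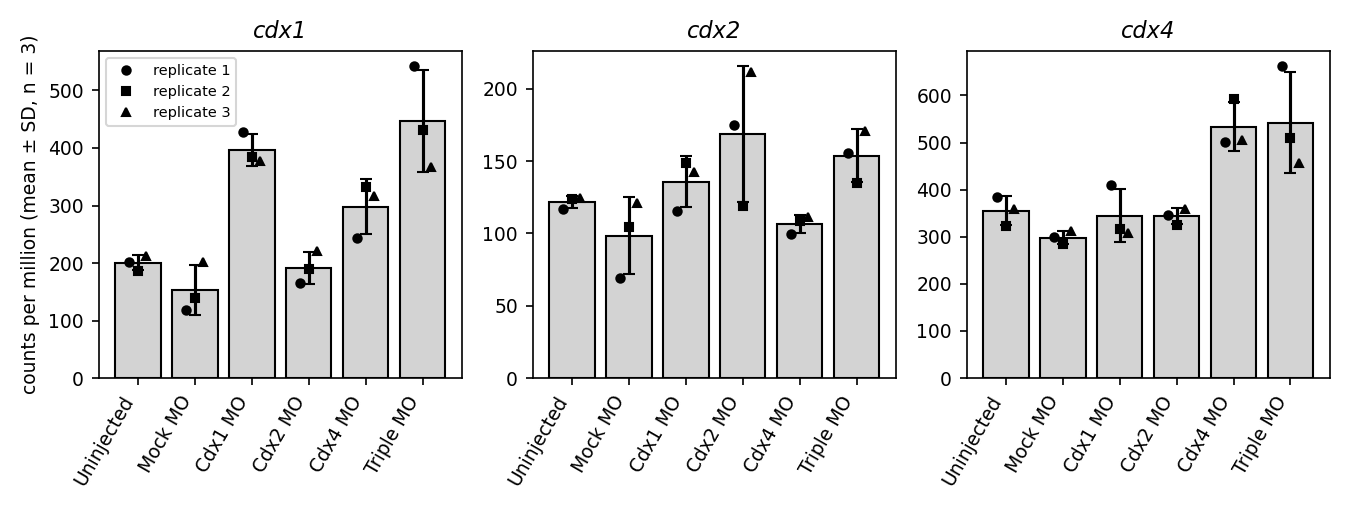
CPM of cdx1, cdx2 and cdx4 in the 6 conditions, with bars for the mean, error bars for the SD (n = 3) and symbols for replicates 1, 2 and 3. Each transcript is higher in the samples injected with its own MO than in Mock MO, by the least for cdx2 in replicate 2 (118.885 against 104.653 CPM).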

Each Cdx morpholino increases the abundance of its targeted transcript to a comparable degree for all three Cdx MOs (Fig. 2b). A similar effect has been noted before in other studies using translation-blocking MOs, and may reflect transcript stabilisation or compensation mechanisms [26]. We also note a significant up-regulation of *Cdx1* after *Cdx4* MO injection, suggesting that *Cdx4* represses *Cdx1.*

We searched for evidence of distinct downstream effects by evaluating the effect of distinct pairs of Cdx MOs on gene expression (Fig. 2d–g). For each of these comparisons, we plotted expression fold-change for genes significantly affected by both MO treatments (red dots), and genes that were unaffected by treatment or affected by only one MO. It is notable that the global transcriptome response can be skewed by specific MO effects. 

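Over the 11000 genes with a mean of at least 2 CPM, the log2 fold changes of Cdx1 MO and Cdx2 MO had SDs of 0.3290 and 0.3046, and those of Cdx4 MO an SD of 0.5406. Pearson's r across genes was 0.6684 for Cdx1 and Cdx2 MO (Spearman's rho 0.6869), 0.5253 for Cdx1 and Cdx4 MO (0.5276) and 0.4981 for Cdx2 and Cdx4 MO (0.4857). These are correlations across genes, which are not independent replicates, so no p-value is given. Within replicates 1, 2 and 3 alone, r was 0.5395, 0.7808 and 0.5741 for Cdx1 and Cdx2 MO, 0.6860, 0.6236 and 0.1142 for Cdx1 and Cdx4 MO, and 0.6001, 0.5767 and 0.3009 for Cdx2 and Cdx4 MO. Both fold changes of a pair are taken against the same Mock MO samples. When only 1 MO of the pair was compared with Mock MO and the other with Uninjected, r moved most, to 0.0837 or 0.0249 for Cdx1 and Cdx2 MO, 0.2090 or 0.1098 for Cdx1 and Cdx4 MO, and 0.1185 or 0.0389 for Cdx2 and Cdx4 MO, depending on which MO kept Mock MO. From the shapes of these clouds, the paper reasons that *Cdx4* MO acts on genes that the other MOs leave unaffected.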

Thus, comparison of *Cdx1* and *Cdx2* MO (Fig. 2d) gives a symmetric cloud of points, whereas the strong effect of *Cdx4* MO noticeably shapes the cloud of points by activating or repressing genes that are unaffected by *Cdx1* or *Cdx2* MO (Fig. 2e, f). Conversely, co-regulated genes display similar fold-change response in both conditions, as shown by close fitting to the diagonal line in each graph (Fig. 2d–g). 

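Among the genes in both filtered sets of a pair, 32 of 33 changed in the same direction in Cdx1 and Cdx2 MO, 85 of 86 in Cdx1 and Cdx4 MO, 52 of 52 in Cdx2 and Cdx4 MO, and 787 of 788 in Triple and Cdx4 MO. Pearson's r across these genes was 0.8673, 0.9141, 0.9492 and 0.9644. Genes are not independent replicates, and genes past a threshold in both tests are mostly those with a large change of the same sign, so no p-value is attached. The median ratio of the 2 fold changes, the MO named later over the other, was 1.0664, 0.9877, 1.0656 and 1.0338. A separate reference for each MO of the pair moved r across these genes most, to 0.5300 or 0.4403 for Cdx1 and Cdx2 MO, 0.7708 or 0.7344 for Cdx1 and Cdx4 MO, 0.7390 or 0.7074 for Cdx2 and Cdx4 MO, and 0.8854 or 0.8818 for Triple and Cdx4 MO, depending on which MO kept Mock MO. The paper describes co-regulated genes as close to the diagonal in each pair.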

These observations indicate that the distinctiveness of *Cdx4* is driven by presence of additional targets, not differential response of co-regulated targets. 

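The Cdx4 MO set held 2146 genes that were in neither the Cdx1 nor the Cdx2 MO set. Their median absolute log2 fold change was 0.7834 in Cdx4 MO, 0.2762 in Cdx1 MO and 0.2552 in Cdx2 MO, and 85.9% and 84.3% of them changed in Cdx1 and Cdx2 MO in the same direction as in Cdx4 MO. Compared directly, 780 of the 2146 genes differed between Cdx4 and Cdx1 MO, 839 between Cdx4 and Cdx2 MO, and 544 (25.3%) in both comparisons (adjusted p-value under 0.05, edgeR's quasi-likelihood test). For 1071 genes neither difference was past the threshold. The size of the whole Cdx4 MO set moved most with no replicate block, to 0 genes. The paper takes the additional targets, and not a different response of the shared ones, as what makes *Cdx4* distinct.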

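The log2 fold changes of Triple MO and Cdx4 MO had a Pearson's r of 0.8299 across the 11000 genes with a mean of at least 2 CPM (Spearman's rho 0.8154), the highest of the 4 pairs compared. Genes are not independent replicates, so no p-value is given. Within replicates 1, 2 and 3 alone, r was 0.6755, 0.8149 and 0.6255. The SD of the log2 fold changes was 0.4697 for Triple MO and 0.5406 for Cdx4 MO. In the 2259 genes of the Cdx4 MO set, the slope of the Triple MO fold changes on those of Cdx4 MO was 0.7161. Selecting these genes by their change in Cdx4 MO can by itself lower this slope. Compared directly, 24 genes differed between Triple and Cdx4 MO, 9 between Triple and Cdx1 MO and 362 between Triple and Cdx2 MO (adjusted p-value under 0.05, edgeR's quasi-likelihood test). With Triple MO against Mock MO and Cdx4 MO against Uninjected, r fell to 0.6139, the largest move among the alternatives. The paper calls the 2 responses comparable in intensity and relates this to the larger effect of *Cdx4*.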

Disruption of *Cdx4* gives a transcriptional response of comparable intensity to disruption of all three genes, compatible with the larger quantitative effect of *Cdx4* (Fig. 2g).

To identify differentially regulated gene sets, we applied a clustering procedure on expression fold-change in the distinct MO treatments, using all genes that are differentially expressed in at least one condition (Fig. 3). These analyses revealed diverse gene sets with markedly different response pattern to distinct Cdx MOs. For example, genes in clusters 6 and 8 are strongly up-regulated by disruption of *Cdx4* function, but not at all are affected by *Cdx1* or *Cdx2* disruption. 

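Cluster membership was taken from Table S4 of the paper, of which 1998 rows were available, and the fold changes were computed again from the counts. The clusters were made by the paper from fold changes of the same embryos, so a cluster's mean shows what it was selected for. In cluster 6 (83 genes), the mean log2 fold change against Mock MO was 1.3569 in Cdx4 MO, 0.4344 in Cdx1 MO and 0.3379 in Cdx2 MO. The SD over 3 replicates of the cluster's mean log2 ratio, taken with 0.5 CPM added, was 0.4851, 0.1589 and 0.0729. In cluster 8 (142 genes), the means were 0.7050 ± 0.3307 in Cdx4 MO, -0.0153 ± 0.0664 in Cdx1 MO and -0.0395 ± 0.0132 in Cdx2 MO (SD, n = 3 replicates). Compared directly, Cdx4 MO differed from Cdx1 MO in 44 and 108 genes of clusters 6 and 8, and from Cdx2 MO in 60 and 102 (adjusted p-value under 0.05, edgeR's quasi-likelihood test). Against Mock MO, 1 of the 83 genes of cluster 6 had an adjusted p-value under 0.05 in Cdx1 MO and 1 in Cdx2 MO. With Uninjected as the reference, the cluster 6 means were 0.2157 in Cdx1 MO and 0.1191 in Cdx2 MO. The Cdx4 MO mean of cluster 6 moved most with DESeq2's shrunken fold changes, to 0.9154, and that of cluster 8 without replicate 1, to 0.8833. The paper reads clusters 6 and 8 as raised by *Cdx4* disruption and unaffected by that of *Cdx1* or *Cdx2*.

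**Figure D3:**
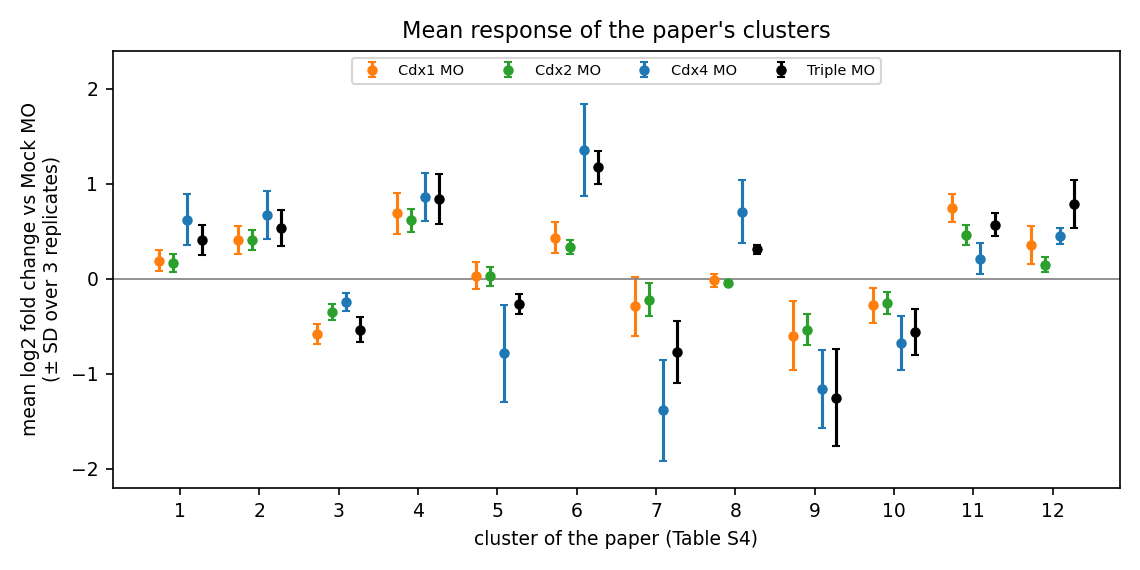
Mean log2 fold change against Mock MO of the genes of each of the paper's 12 clusters in the 4 MO conditions; error bars show the SD over 3 replicates of the cluster's mean log2 ratio. Of the 4 conditions, Cdx4 MO has the largest rise of clusters 6 and 8 (1.3569 and 0.7050) and the largest fall of clusters 5 and 7 (-0.7857 and -1.3823).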

Similarly, cluster 5 and 7 genes show specific down-regulation with *Cdx4* disruption. 

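In cluster 5 (140 genes of the rows available), the mean log2 fold change was -0.7857 ± 0.5114 in Cdx4 MO (SD, n = 3 replicates), 0.0341 ± 0.1386 in Cdx1 MO and 0.0260 ± 0.0970 in Cdx2 MO. The Cdx4 MO value was -0.1722 in replicate 1, -1.0148 in replicate 2 and -1.0956 in replicate 3. In cluster 7 (150 genes), the means were -1.3823 ± 0.5305, -0.2885 ± 0.3116 and -0.2203 ± 0.1753, again with the smallest Cdx4 MO value in replicate 1 (-0.5695). Direct comparison with Cdx1 MO gave 100 genes of cluster 5 and 93 of cluster 7 with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and comparison with Cdx2 MO gave 98 and 96. Leaving out replicate 1 moved the Cdx4 MO mean of cluster 5 most, to -1.0859, and DESeq2's shrunken fold changes moved that of cluster 7 most, to -0.9004. The paper describes these genes as lowered by *Cdx4* disruption specifically.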

In contrast, clusters 1, 2, 9, and 10 are up- or down-regulated by disruption of any of the three Cdx genes, albeit more strongly by *Cdx4* disruption. 

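Clusters 1, 2, 9 and 10 held 262, 221, 143 and 368 genes of the rows available. In Cdx4 MO their mean log2 fold changes were 0.6230 ± 0.2651, 0.6704 ± 0.2485, -1.1622 ± 0.4098 and -0.6744 ± 0.2808 (SD, n = 3 replicates). The Cdx1 MO means were 0.1909 ± 0.1072, 0.4052 ± 0.1488, -0.6007 ± 0.3636 and -0.2790 ± 0.1838, and the Cdx2 MO means 0.1641 ± 0.0956, 0.4076 ± 0.1043, -0.5356 ± 0.1659 and -0.2558 ± 0.1149. All 4 clusters thus moved in 1 direction in all 3 single-MO conditions. Single genes passed an adjusted p-value of 0.05 against Mock MO less often in Cdx1 and Cdx2 MO than in Cdx4 MO (edgeR's quasi-likelihood test). In Cdx4, Cdx1 and Cdx2 MO they numbered 255, 0 and 1 in cluster 1 and 203, 18 and 9 in cluster 2. The numbers were 123, 7 and 1 in cluster 9 and 315, 1 and 1 in cluster 10. With Uninjected as the reference, the Cdx1 MO means moved to 0.0414, 0.1368, -0.1156 and -0.0222, and the Cdx2 MO means to 0.0146, 0.1392, -0.0505 and 0.0011. The paper reads these clusters as regulated by any of the 3 Cdx genes, most strongly by *Cdx4*.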

Cluster 12 genes respond to interference of *Cdx1* and *Cdx4*, but not *Cdx2*; cluster 11 genes are affected by *Cdx1* and *Cdx2* but not *Cdx4*. 

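In cluster 12 (128 genes of the rows available), the mean log2 fold change was 0.3526 ± 0.2006 in Cdx1 MO, 0.4484 ± 0.0868 in Cdx4 MO and 0.1478 ± 0.0802 in Cdx2 MO (SD, n = 3 replicates). Cdx4 MO differed from Cdx2 MO in 14 of the 128 genes, Cdx4 from Cdx1 MO in 0 and Cdx2 from Cdx1 MO in 0 (adjusted p-value under 0.05, edgeR's quasi-likelihood test). In cluster 11 (109 genes), the means were 0.7491 ± 0.1482 in Cdx1 MO, 0.4623 ± 0.1025 in Cdx2 MO and 0.2116 ± 0.1620 in Cdx4 MO. Here Cdx4 MO differed from Cdx1 MO in 32 genes and from Cdx2 MO in 19. Using Uninjected as the reference moved the values most, to 0.2032, 0.2990 and -0.0016 for Cdx1, Cdx4 and Cdx2 MO in cluster 12, and to 0.4837, 0.1969 and -0.0537 for Cdx1, Cdx2 and Cdx4 MO in cluster 11. The paper assigns cluster 12 to *Cdx1* and *Cdx4* and cluster 11 to *Cdx1* and *Cdx2*.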

We examined functional categories associated with these diverse responses by performing term enrichment analyses on each of these gene sets (Additional file 4: Table S3). We found clear functional distinctiveness of some clusters: cluster 1 is closely associated with Wnt signalling (14 genes, *P* = 0.03), cluster 2 is enriched in genes involved in embryo development (12 genes, *P* = 0.01), and cluster 8 in chromatin organization-related genes (230 genes, *P* = 0.009). While most clusters are enriched in one or a few terms, cluster 9 captures several specific developmental processes, such as angiogenesis and digestive tract development, that are classically associated with Cdx function.

**Fig. 3:**
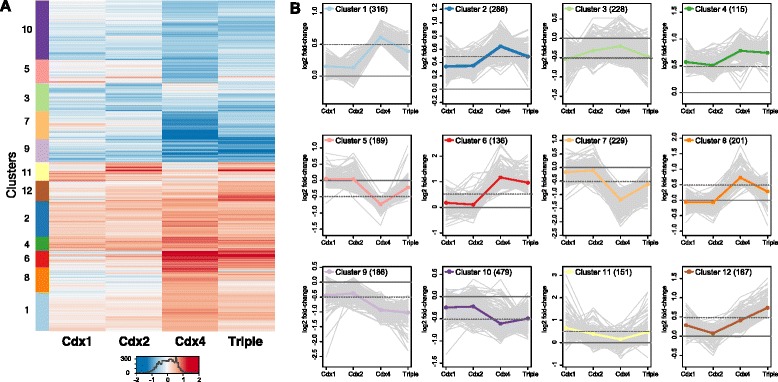
K-mean clustering of multiple Cdx MOs effects. **a** Heatmap representation of gene expression fold-changes triggered by the three Cdx MOs and the co-injection triple MOs. Genes are arranged according to k-mean clustering and 12 clusters (left) are delineated to capture the diversity of responses to treatments. **b** Detail of gene expression response to Cdx MOs in the 12 selected clusters. The average response is plotted as a bold line while response of each member gene of the cluster is plotted in a thin grey line

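The single MOs were compared with each other without Mock MO in the same edgeR fit. An adjusted p-value under 0.05 was found for 1659 genes between Cdx4 and Cdx1 MO, 1664 between Cdx4 and Cdx2 MO and 47 between Cdx2 and Cdx1 MO. Of the 117 genes in the Cdx1 MO set only, 62 differed from Cdx4 MO and 31 from Cdx2 MO. Of the 45 genes in the Cdx2 MO set only, 19 differed from Cdx4 MO and 0 from Cdx1 MO. In proportion, the counts between MOs moved most when only the 6 samples of a pair were fitted or when the fit had no replicate block, to 0 genes between Cdx4 and Cdx1 MO and 0 between Cdx4 and Cdx2 MO in either case. Without replicate 1 they rose to 4621 and 4249. From the sets and clusters, the paper concludes that *Cdx4* has effects that differ in kind from those of its paralogues, besides a larger effect on shared targets.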

In summary, these analyses reveal that the relatively large effect of *Cdx4* is not solely a quantitative effect on shared targets, and that qualitatively different effects are caused by disruption of each of the three Cdx genes in development. We also uncover overlapping roles for the three Cdx genes in Wnt signalling, angiogenesis, and gut development.

### Categories of gene function affected by Cdx gene disruption

To further evaluate the degree of functional divergence between the Cdx paralogues, we conducted an enrichment analysis using gene sets derived from biological annotation: Panther pathways and Gene Ontology Biological Processes (Fig. 4). These analyses measure the consistency of significance statistics (*P* value) and gene expression variation (fold-change) over a gene set corresponding to a given annotation term. We identified important pathways and biological functions, such as Wnt signalling pathways (Panther) and ‘mitosis’ processes (GO Biological Processes), that are represented in gene sets regulated by all three paralogues. Such broad terms often do not exhibit a comprehensive up- or down-regulation, most likely because they encompass genes with antagonist interactions within the same pathway (e.g. intracellular effectors). Few annotation terms show such a shared enrichment, while many other pathways or biological processes appear regulated by one or two paralogues only. For instance, the genes affected by *Cdx1* and *Cdx2* disruption are enriched in down-regulated members of the ‘heme biosynthesis’ pathway (Fig. 4), consistent with a role of Cdx genes in blood cell specification [27]. Similarly, these same two Cdx genes are involved in the repression of the PDGF signalling pathway, as their disruption causes up-regulated expression of genes belonging to this category (Fig. 4). Enrichment analysis indicates only limited functional overlap of *Cdx4* with *Cdx1* and *Cdx2*, with several pathways seemingly only affected by *Cdx4*; these include Hedgehog signalling, the Gonadotropin pathway, and Slit/Robo axon guidance (Fig. 4). Finally, the triple morpholino treatment recapitulates the enrichment effects observed for individual Cdx genes in most cases. However, a few pathways, such as TGF-beta signalling, are only detected when all three Cdx are disrupted simultaneously (Fig. 4). These categories could correspond to gene sets of which individual members are regulated by distinct Cdx genes, and which only pass significance threshold when all members are activated simultaneously. Alternatively, these gene sets could reflect functional redundancy between co-expressed Cdx genes, or compensatory regulation after disruption of any one Cdx gene.

**Fig. 4:**
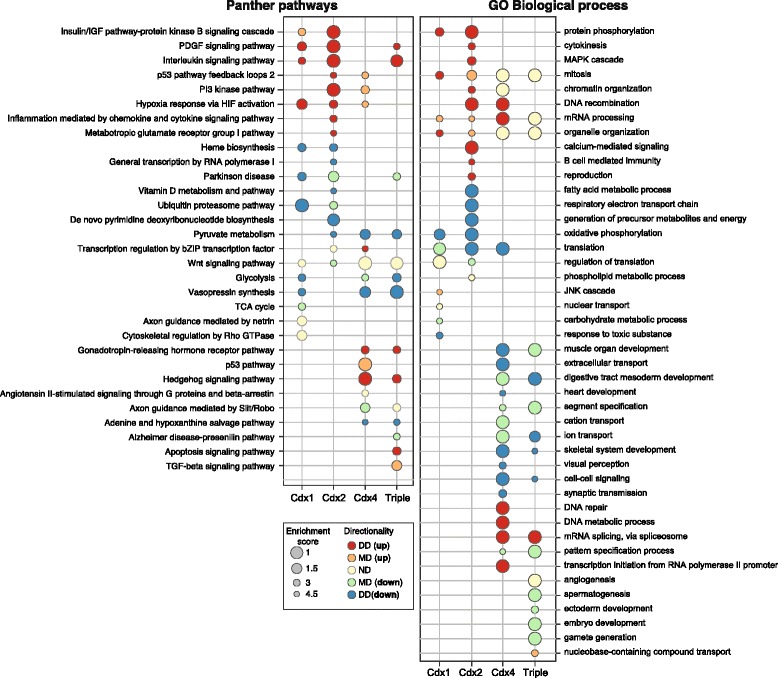
Gene set enrichment analysis of Cdx MO effects. Functional annotation derived from Panther pathways and the GO biological process version of Panther database were employed for term enrichment analysis using distinct tests accounting for direction of expression change: distinct directional (DD), mixed directional (MD), non-directional (ND), as well as UP or DOWN regulation. The scheme yielding the best enrichment score was retained as the one providing the best description of the enrichment for the term (bubble fill colour). Displayed terms were retained as showing an enrichment >5 in at least one condition

### Cdx genes effects on Hox genes differ according to genomic position

The role of Cdx genes in axial elongation and positional specification is mediated, at least in part, through activation of posterior Hox genes [19, 28, 29]. However, the effect on entire Hox gene clusters has not been examined.

We investigated the effect of each Cdx MO on expression of Hox genes. 

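Of the Hox genes, 17 could be identified through the rows of Table S4 available here, 3 of them anterior, 6 middle and 8 posterior. Since that table lists genes significant in at least 1 condition of the paper, the 17 are not a random sample of the Hox genes, and the other Hox genes were not analysed here. In Cdx4 MO, 15 of the 17 had a negative log2 fold change against Mock MO, 10 were significantly lower and 1, hoxa2, was significantly higher (adjusted p-value under 0.05 in edgeR's quasi-likelihood test). The significantly lower genes were hoxa3, hoxa5, hoxa7, hoxa10, hoxb8, hoxc9, hoxc10, hoxd4, hoxd9 and hoxd10, so all 4 clusters were represented. The largest fall was that of hoxd9 (ENSXETG00000007581), from 8.883 ± 3.044 CPM in Mock MO to 3.259 ± 1.781 in Cdx4 MO (SD, n = 3), a log2 fold change of -1.4506 (standard error 0.3339, edgeR adjusted p = 0.0073). Those of hoxc10 and hoxd10 were -1.2537 (standard error 0.3671, edgeR adjusted p = 0.0215) and -1.1536 (standard error 0.2765, edgeR adjusted p = 0.0087). Among the 8 posterior genes 5 were significantly lower, and hoxa9, hoxa11 and hoxc11 were not (edgeR adjusted p = 0.0904, 0.2258 and 0.4413). For hoxd9, Uninjected as the reference moved the log2 fold change most, to -0.7421 (edgeR adjusted p = 0.1426). With no replicate block its adjusted p-value was 0.1483 in edgeR at a log2 fold change of -1.4430. The paper concludes from such falls that *Cdx4* regulates all 4 Hox clusters, with a major effect on posterior genes.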

We found that *Cdx4* regulates genes from all four Hox clusters, including a major effect on posterior Hox genes which are strikingly down-regulated by disruption of *Cdx4* function (Fig. 5a). 

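In Triple MO, 16 of the 17 Hox genes identified were significantly lower than in Mock MO (adjusted p-value under 0.05 in edgeR's quasi-likelihood test, n = 3 per condition), among them all 13 of paralogy groups 5 to 11. The largest fall was that of hoxd10 (ENSXETG00000007580), from 14.569 ± 3.192 to 2.934 ± 1.338 CPM (SD, n = 3), a log2 fold change of -2.2617 (standard error 0.2941, edgeR adjusted p = 4.2e-04). That of hoxd9 was -2.1523 (standard error 0.3491, edgeR adjusted p = 0.0022). The medians were -1.4949 for the 8 posterior and -0.9124 for the 6 middle genes, against -0.8384 and -0.7593 in Cdx4 MO. For 16 of the 17 genes the log2 fold change was lower in Triple MO than in Cdx4 MO, and in a direct comparison of the 2 conditions 0 of the 17 had an adjusted p-value under 0.05. Each of the 16 genes fell most in replicate 1, as hoxd9 did with log2 ratios of -3.1065, -1.4181 and -1.6463. The value of hoxd10 moved most with DESeq2's shrunken fold changes, to -1.7008, and with Uninjected as the reference it was -2.0530 (edgeR adjusted p = 0.0019). The paper takes the falls as a stronger effect of the loss of all 3 Cdx genes.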

Disruption of all three Cdx genes has an even stronger effect on Hox gene expression, with clear down-regulation of genes from paralogy group 5 through to paralogy group 10 or 11. At the other end of the Hoxa cluster, *Hoxa1* and *Hoxa2*, the most anteriorly-expressed Hox genes in the embryo, respond in the opposite direction, being up-regulated by disruption of Cdx gene function (Fig. 5a, b). 

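In Cdx4 MO, hoxa2 (ENSXETG00000000716) had 36.084 ± 21.711 CPM against 24.669 ± 13.271 in Mock MO (SD, n = 3), a log2 fold change of 0.5043 (standard error 0.1617, adjusted p = 0.0320 from edgeR's quasi-likelihood test). The replicates differed more from each other than the conditions did, with 9.876, 35.528 and 28.604 CPM in Mock MO, but the log2 ratio was positive in each (0.2650, 0.2455 and 0.9069). In Triple MO the log2 fold change was 0.4068 (standard error 0.1624, edgeR adjusted p = 0.1016), with ratios of 0.1516, 0.1212 and 0.8372. The other anterior genes identified, hoxa3 and hoxd3, fell in Triple MO. Leaving out replicate 3 moved hoxa2 most, to 0.2850 in Cdx4 MO and 0.1537 in Triple MO. The paper sets the rise of the most anterior genes against the fall of posterior ones as opposite responses.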

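The other anterior genes identified were hoxa3 (ENSXETG00000000717) and hoxd3 (ENSXETG00000001800). Compared with Mock MO, hoxa3 fell in Cdx4 MO (log2 fold change -0.5480, standard error 0.1693, adjusted p = 0.0273 from edgeR's quasi-likelihood test) and in Triple MO (-0.8292, standard error 0.1707, edgeR adjusted p = 0.0081). The change of hoxd3 was 0.1259 in Cdx4 MO (standard error 0.1866, edgeR adjusted p = 0.6523) and -0.6038 in Triple MO (standard error 0.1900, edgeR adjusted p = 0.0472). None of the 17 Hox genes had an adjusted p-value under 0.05 in Cdx1 MO or Cdx2 MO. There, 16 and 15 of the 17 had negative log2 fold changes, with medians of -0.3504 and -0.3511. In Uninjected embryos 16 of the 17 were also lower than in Mock MO, with a median of -0.1512. Uninjected as the reference moved hoxa3 most, to -0.2396 in Cdx4 MO and -0.5209 in Triple MO (edgeR adjusted p = 0.3512 and 0.0871). The paper describes the effects on other anterior genes as weaker, and those of *Cdx1* and *Cdx2* as weak and without statistical backing.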

Other anterior genes are affected more weakly by the triple MO or by *Cdx4*, while disruption of *Cdx1* or *Cdx2* may have similar effects, although these are weak and not verified statistically (Additional file 5: Figure S3).

**Fig. 5:**
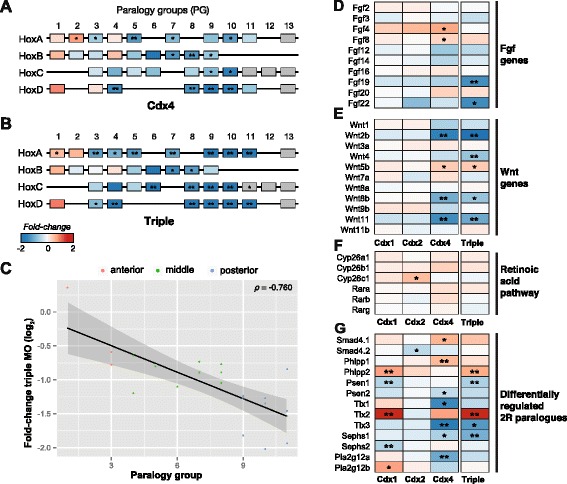
Distinct Cdx effect on known targets and 2R paralogues. Fold-change in expression induced by different Cdx MOs, or by triple Cdx MO injection, is indicated using a blue (down) to red (up) colour scale for each gene. **a**, **b** Schematized Hox gene clusters in *X. tropicalis* showing effects of Cdx gene knockdown on expression levels. Effects of *Cdx4* (**a**) and triple injection (**b**) shown. Genes in grey are below expression cut-off (FPKM<2). **c** Fold-change in Hox gene expression caused by triple MO injection plotted against paralogy group assignment; each data point represents one Hox gene. Only genes with statistically significant change in expression are included. Colours denote anterior (red), middle (green), and posterior (blue) paralogy group assignments, assigning group 3 to anterior. **d**, **e** Heatmap representation of MO effect on Cdx target gene pathways: Fgf genes, Wnt genes, Retinoic acid pathway. Only genes expressed at stage 14 (FPKM>2) are included. **g** Effect of Cdx genes on pairs or triplets of genes originated through 2R vertebrate genome duplication (see Methods) which show differential regulation by distinct Cdx paralogues. Significance of differential expression is denoted by one (*P* <0.05) or two (*P* <0.005) asterisks (**a**, **b**, **d**–**g**)

To determine if these expression shifts are consistent with a trend across the Hox clusters, we assessed the relationship between expression fold-change and Hox gene paralogy group for the triple Cdx MO experiment, revealing a negative slope and a significant correlation (Spearman *ρ* = −0.76 and *P* = 6.3 × 10^−5^ when only significantly changing genes included, Fig. 5c; *ρ* = −0.79 and *P* = 8.9 × 10^−8^ when all points included, Additional file 5: Figure S3). 

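In Triple MO, Spearman's rho between the log2 fold change and the paralogy group was -0.7662 over the 17 Hox genes identified (p = 5.2e-04, permutation test with 100000 permutations) and -0.7191 over the 16 with an adjusted p-value under 0.05 (p = 0.0022, permutation test). These are correlations across genes, which are not independent replicates, and the genes come from rows of Table S4 that the paper selected as significant. At the anterior end, hoxa2 had a log2 fold change of 0.4068 and at the posterior end hoxc11 one of -0.9929, with the lowest values at hoxd9 and hoxd10 (-2.1523 and -2.2617). Leaving out replicate 3 moved rho over all genes most, to -0.4960 (p = 0.0448, permutation test), and gave -0.5256 over the 12 genes then significant (p = 0.0820, permutation test). Over significant genes, DESeq2's shrunken fold changes moved it most, to -0.5011 (p = 0.0495, permutation test). With no replicate block, rho over all genes was -0.7144. From the negative slope, the paper concludes that the effect of Cdx disruption follows a trend along the Hox clusters.

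**Figure D4:**
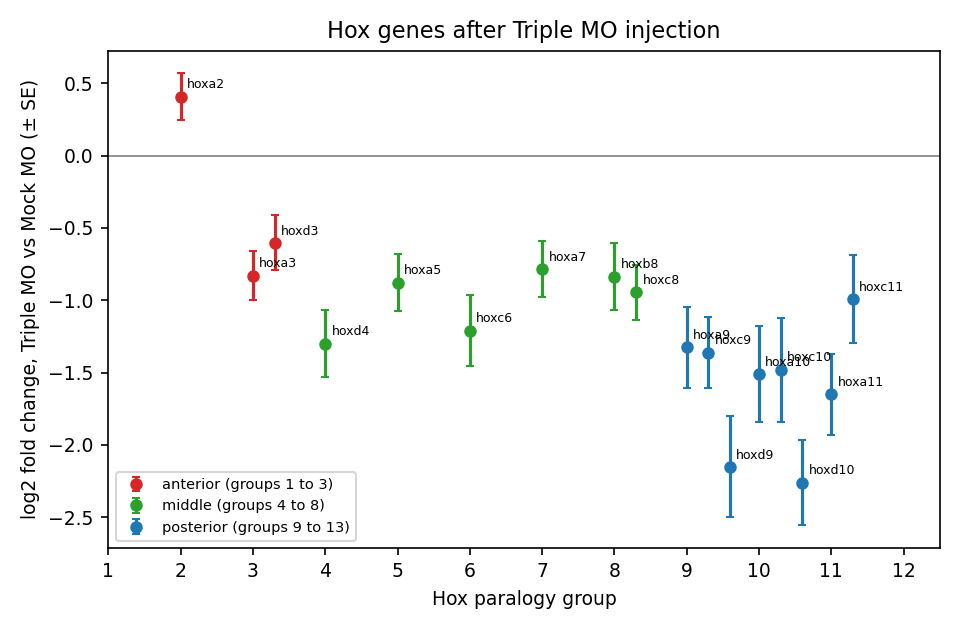
Log2 fold change in Triple MO against Mock MO of the 17 Hox genes identified, plotted against paralogy group and coloured by anterior, middle and posterior group; error bars show the standard error of the edgeR fit. The values run from 0.4068 for hoxa2 to -2.2617 for hoxd10.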

To test more robustly the relationship between Hox gene identity and MO effect, we grouped Hox genes into three evolutionary and functional categories: anterior (PG1-3), middle (PG4-8), and posterior (PG9-13) paralogy groups. 

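In Triple MO, the median log2 fold change was -0.6038 over 3 anterior Hox genes, -0.9124 over 6 middle genes and -1.4949 over 8 posterior genes. The anterior median was higher than the middle one by 0.3087 (p = 0.0476, exact one-tailed Kolmogorov–Smirnov test, D = 0.8333) and the middle median higher than the posterior one by 0.5824 (p = 0.0023, exact one-tailed Kolmogorov–Smirnov test, D = 0.8750). The genes within a group are not independent replicates, and fewer of them could be identified here than the paper's figures show. Leaving out replicate 3 moved both differences most, to 0.5304 for anterior and middle genes (p = 0.1667, exact test) and 0.3028 for middle and posterior genes (p = 0.0962, exact test). With Uninjected as the reference, the anterior and middle medians differed by 0.1988 (p = 0.3452, exact test). The paper reads the ordered differences between the groups as a relation between Hox gene identity and the effect of the MOs.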

We determined that the expression fold-change caused by Cdx triple MO on anterior genes is significantly greater than that on middle genes (*P* = 0.0068), and greater for middle than posterior genes (*P* = 0.0007; one-tailed Kolmogorov–Smirnov test; Additional file 5: Figure S3).

### Signalling pathways

The *X. tropicalis* genome has 24 Wnt genes [30], of which 11 are expressed in our stage 14 RNAseq data (FPKM>2). Wnt genes are implicated in patterning of the vertebrate body axis, through both canonical and non-canonical pathways [31, 32], and are thought to be important effector genes from Cdx gene activity [23]. 

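Of the genes named, wnt2b, wnt8b and wnt11 could be identified, and wnt5b was not analysed here. In Cdx4 MO, wnt2b (ENSXETG00000006908) fell from 5.039 ± 1.652 CPM in Mock MO to 1.418 ± 0.940 (SD, n = 3), a log2 fold change of -1.8330 (standard error 0.4322, adjusted p = 0.0081 from edgeR's quasi-likelihood test). For wnt11 (ENSXETG00000019408) the values were 13.735 ± 3.914 and 4.960 ± 3.024 CPM, a log2 fold change of -1.4918 (standard error 0.2993, edgeR adjusted p = 0.0045). For wnt8b (ENSXETG00000023760) they were 6.417 ± 2.795 and 2.921 ± 0.641 CPM, a log2 fold change of -1.0952 (standard error 0.2588, edgeR adjusted p = 0.0082). In Triple MO the log2 fold changes were -2.2387, -1.2413 and -0.9054 (edgeR adjusted p = 0.0068, 0.0152 and 0.0303). All 3 genes were lower than in Mock MO in every replicate. The fall of wnt8b in Cdx4 MO was uneven, with log2 ratios of -0.1320, -0.8730 and -1.8573. Another Wnt gene in the rows available, wnt4, fell in Triple MO (-0.8956, edgeR adjusted p = 0.0219) and less clearly in Cdx4 MO (-0.5615, edgeR adjusted p = 0.0782). Uninjected as the reference moved wnt2b and wnt11 most, to -1.0585 and -0.8393 in Cdx4 MO (edgeR adjusted p = 0.1118 and 0.0707), and leaving out replicate 3 moved wnt8b most, to -0.5549. The paper concludes that the loss of *Cdx4*, or of all 3 genes, lowers these Wnt genes.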

We found that disruption of *Cdx4* function, or of all three Cdx genes together, caused up-regulation of *Wnt5b* and down-regulation of *Wnt2b*, *Wnt8b*, and *Wnt11* (Fig. 5e and Additional file 6: Figure S4). *Wnt3a*, a reported downstream target of Cdx activity [33], was not affected in this study; *Wnt5A*, another previously reported target, is not covered by the current genome assembly and was not assessed [30]. 

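None of the 4 Wnt genes identified (wnt2b, wnt4, wnt8b and wnt11) had an adjusted p-value under 0.05 in Cdx1 MO or Cdx2 MO compared with Mock MO (edgeR's quasi-likelihood test, n = 3 per condition). Their log2 fold changes ran from -0.6501 to -0.0091 in Cdx1 MO and from -0.6086 to 0.0075 in Cdx2 MO. In Uninjected embryos they ran from -0.7745 to 0.0316, with none significant. In CPM, wnt2b had 5.039 ± 1.652 in Mock MO, 3.116 ± 1.218 in Cdx1 MO, 3.251 ± 0.928 in Cdx2 MO and 3.010 ± 1.660 in Uninjected (SD, n = 3). The paper states that *Cdx1* and *Cdx2* disruption had no clear effect on single Wnt genes.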

Disruption of *Cdx1* and *Cdx2* activity did not result in clear effects on individual Wnt gene expression, although we note the generic effect on the Wnt gene pathway mentioned above. Together, these results are consistent with the *Cdx4* gene in normal development having a generally activating effect on Wnt activity, although the different responses of each Wnt gene suggest more subtle effects and that each Wnt gene should not be treated as equivalent.

Fibroblast growth factor (FGF) and retinoic acid signalling are also implicated in Cdx gene function [34], with a key role for FGF in activating Cdx genes in mesoderm [35–37]. Effects of Cdx genes on FGF genes have not previously been shown directly, although it is known that Cdx genes and FGF signalling cooperate in patterning the posterior spinal cord [38]. Our analyses indicate that expression of *FGF4* and *FGF8* genes is repressed by *Cdx4* (up-regulated by MO *Cdx4*; Fig. 5d), while, conversely, *FGF19* expression is activated (significant down-regulation by triple MO; Fig. 5d and Additional file 6: Figure S4). 

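Of these genes, fgf4 (ENSXETG00000001992) could be identified, and fgf8 and fgf19 were not analysed here. In Cdx4 MO, fgf4 had 2.234 ± 0.301 CPM against 1.185 ± 0.338 in Mock MO (SD, n = 3), a log2 fold change of 0.9206 (standard error 0.2880, adjusted p = 0.0288 from edgeR's quasi-likelihood test), and it was higher in each replicate. Its mean over the 18 samples, 1.7026 CPM, is under the cut-off of 2 CPM used for the filtered sets. In Triple MO it had 1.214 ± 0.373 CPM (log2 fold change 0.0985, standard error 0.3022, edgeR adjusted p = 0.8563). The log2 fold change was 0.6403 in Cdx1 MO and 0.8200 in Cdx2 MO (edgeR adjusted p = 0.2703 and 0.1571). Uninjected embryos were also above Mock MO, by 0.4886 (edgeR adjusted p = 0.4656), so a higher value than in Mock MO was not particular to Cdx4 MO. The log2 fold change in Cdx4 MO stayed between 0.8552 and 1.0976 in the 3 fits that each left out a replicate, with an adjusted p-value above 0.05 in each. It moved most with Uninjected as the reference, to 0.4319 (edgeR adjusted p = 0.2957). The paper reads the rise as a sign that *Cdx4* represses *FGF4*.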

We did not detect direct effects on expression of genes in the retinoic acid signalling pathway, apart from a repressive effect of *Cdx2* on one of the cytochrome p450 genes involved in retinoic acid degradation, *Cyp26c1* (up-regulated by MO *Cdx2*; Fig. 5f).

### Temporal windows of Cdx function

Recent reports have argued that gene expression is temporally structured in multiple waves in which key transcription factors play a major activating role [39]. We attempted to determine whether some of the differences in the gene sets regulated by Cdx paralogues were attributable to distinct temporal windows of activity during the developmental time course. All three Cdx genes reach their expression peak at stage 14, the stage investigated in this study (Figs. 2c and 6a); this is followed by a progressive decrease in expression, comparable in *Cdx2* and *Cdx4* but steeper for *Cdx1*. We categorized Cdx-regulated genes into seven clusters according to their temporal expression profiles, which distinguishes maternally expressed genes (notably cluster 3) from those initially activated at the mid-blastula transition (MBT) at stage 8 (clusters 2, 5 and 6; Fig. 6b). The proportion of genes regulated by each Cdx gene in each of the temporal clusters is broadly comparable (Fig. 6c, d). We note that all three Cdx genes play a role in repressing the expression of primarily maternal genes after the MBT (cluster 3, up-regulated by MO treatment; Fig. 6c). All three genes, but especially *Cdx4*, also play roles in activation of zygotic genes whose expression starts at the MBT (cluster 5, down-regulated by MO treatment; Fig. 6d). In addition, *Cdx2* plays a distinct role in activating genes with later expression onset (cluster 2, MO down-regulation; Fig. 6d), and repressing some post-MBT zygotic genes (cluster 5, MO up-regulation; Fig. 6c). In summary, examination of temporal expression profiles of Cdx gene targets did not suggest that the stronger *Cdx4* effect is related to a distinct activation timing of Cdx genes. Instead, this profiling reveals a shared role in modulating gene expression immediately after the MBT, coupled with subtle differences in the maintenance of a dynamic transcriptome at later developmental stages.

**Fig. 6:**
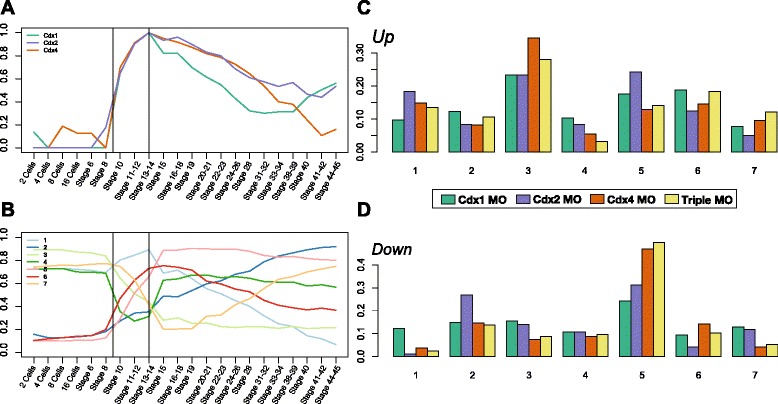
Temporal profile of Cdx expression and regulation. **a** Normalized expression of the three Cdx paralogues across the developmental time-course. **b** Transcriptome dynamic across development summarized in seven clusters recapitulating distinct temporal expression profiles using Euclidean distance K-mean clustering. Distribution of Cdx target genes across the seven temporal clusters for the up- (**c**) and down- (**d**) regulated genes

### Regulation of paralogous target genes by paralogous Cdx genes

The three Cdx paralogues were generated by the 2R WGD events at the origin of vertebrates. Similar duplicate genes dating to these genome duplications are called ‘2R-ohnologues’ or 2R-paralogues [40]. If sub-functionalization of genetic pathways after whole genome duplication took place, we would expect to see distinct regulatory interactions between sets of 2R paralogues at different levels within genetic pathways. We therefore examined the genes affected by Cdx MOs for cases where Cdx paralogues are regulating distinct paralogous target genes generated by the same genome duplication events.

We generated a candidate catalogue of 2R-paralogues using a reciprocal best-hits strategy between the amphioxus and *Xenopus* gene models, validated by phylogenetic reconstruction and examination of syntenic context. For example, we find that *Smad4.1* and *Smad4.2* are 2R paralogues with different responses to Cdx paralogues. 

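Of the pair, smad4.1 (ENSXETG00000022355) could be identified, and smad4.2 was not analysed here. In Cdx4 MO, smad4.1 had 264.022 ± 71.790 CPM against 185.861 ± 127.824 in Mock MO (SD, n = 3), a log2 fold change of 0.7134 in the fit with the replicate block (standard error 0.2066, adjusted p = 0.0204 from edgeR's quasi-likelihood test). The log2 ratio was 0.0460 in replicate 1, 1.0898 in replicate 2 and 0.9145 in replicate 3. In Cdx2 MO it had 174.067 ± 66.918 CPM (log2 fold change 0.0547, standard error 0.2054, edgeR adjusted p = 0.9249). Compared directly, Cdx4 MO exceeded Cdx2 MO by a log2 fold change of 0.6587 (standard error 0.2056, edgeR adjusted p = 0.0460). Leaving out replicate 1 moved the Cdx4 MO value most, to 1.0303, and with no replicate block it was 0.5087 (edgeR adjusted p = 0.8112). The paper presents the pair as 2R paralogues that answer to different Cdx paralogues.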

Disruption of *Cdx2* function down-regulated *Smad4.2* expression, while disruption of *Cdx4* function up-regulated *Smad4.1* (Fig. 5g). Similar patterns were detected for several duplicated gene families encoding components of intracellular signalling pathways. Among these are the *phlpp1* and *phlpp2* proteins involved in dephosphorylation and inactivation of the Akt group of tyrosine kinases [41] and the *Presenilin* genes encoding core components of the gamma-secretase complex that cleaves and activates Notch, Erbb4, and other transmembrane proteins [42] (Fig. 5g). 

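Results are given for phlpp2 (ENSXETG00000019856) and psen2 (ENSXETG00000008548), and phlpp1 was not analysed here. In Cdx1 MO, phlpp2 rose from 19.363 ± 2.583 CPM in Mock MO to 37.480 ± 17.975 (SD, n = 3), a log2 fold change of 0.8451 (standard error 0.1760, adjusted p = 0.0188 from edgeR's quasi-likelihood test). In Cdx4 MO its change was 0.1059 (edgeR adjusted p = 0.6963), and the direct difference between Cdx4 and Cdx1 MO was -0.7392 (standard error 0.1762, edgeR adjusted p = 0.0180). The psen2 transcript fell in Cdx4 MO, with a log2 fold change of -0.5790 (standard error 0.2014, edgeR adjusted p = 0.0448), and its change of -0.4752 in Cdx1 MO was not significant (edgeR adjusted p = 0.2300). For psen2 the direct difference between Cdx4 and Cdx1 MO was -0.1038 (standard error 0.2029, edgeR adjusted p = 0.7644). The direct differences moved most with DESeq2's shrunken fold changes for phlpp2, to -0.6371, and without replicate 3 for psen2, to 0.2038. With no replicate block their adjusted p-values were 0.6952 and 0.9993 in edgeR. The paper lists these genes among duplicated components of signalling pathways under distinct Cdx control.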

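Of the Tlx genes, tlx2 (ENSXETG00000017822) and tlx3 (ENSXETG00000018304) could be identified, and tlx1 was not analysed here. In Cdx1 MO, tlx2 had 2.957 ± 1.781 CPM against 0.275 ± 0.118 in Mock MO (SD, n = 3), a log2 fold change of 3.4575 (standard error 0.5815, adjusted p = 0.0047 from edgeR's quasi-likelihood test). In Cdx4 MO it had 0.970 ± 0.613 CPM, a log2 fold change of 1.9698 (standard error 0.6524, edgeR adjusted p = 0.0365). Its mean of 1.3385 CPM over the 18 samples is low, so the fold change rests on few counts in Mock MO. The tlx3 transcript fell in Cdx4 MO from 9.557 ± 4.461 to 2.654 ± 1.322 CPM, a log2 fold change of -1.8256 (standard error 0.4194, edgeR adjusted p = 0.0072). In Cdx1 MO its change was -0.6945 (standard error 0.3837, edgeR adjusted p = 0.3743). Compared directly, Cdx4 and Cdx1 MO differed by -1.4877 for tlx2 (standard error 0.4856, edgeR adjusted p = 0.0538) and by -1.1310 for tlx3 (standard error 0.4275, edgeR adjusted p = 0.0880). Against Mock MO, DESeq2's shrunken fold changes moved tlx2 most, to 1.3934 in Cdx1 MO and 0.6076 in Cdx4 MO. They also moved tlx3 in Cdx4 MO most, to -1.1013, and the direct tlx2 difference most, to -0.7858. The direct tlx3 difference ran from -1.7831 to -0.6850 over the fits that left out a replicate. It was significant only without replicate 1 (edgeR adjusted p = 0.0013). The paper counts the Tlx genes among 2R paralogues regulated differently by the Cdx genes.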

Among homeobox genes, three of the four *X. tropicalis Tlx* genes (*Tlx1*, *Tlx2*, *Tlx3*) were generated by the 2R genome duplications and are also differentially regulated by the duplicate Cdx genes (Fig. 5g). Some duplicated target genes involved in biochemical processes are also differentially regulated. 

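Of these genes, sephs1 (ENSXETG00000009116) and pla2g12b (ENSXETG00000006155) could be identified, and sephs2 and pla2g12a were not analysed here. In Cdx4 MO, sephs1 had 26.197 ± 19.439 CPM against 42.848 ± 20.799 in Mock MO (SD, n = 3), a log2 fold change of -0.7768 with the replicate block (standard error 0.2137, adjusted p = 0.0162 from edgeR's quasi-likelihood test). In Cdx1 MO it changed by -0.3077 (standard error 0.2104, edgeR adjusted p = 0.4815), and the direct difference between Cdx4 and Cdx1 MO was -0.4691 (standard error 0.2149, edgeR adjusted p = 0.1502). Over the fits that each left out a replicate, this difference ran from -0.8751 to -0.2300. It was significant only without replicate 1 (edgeR adjusted p = 3.7e-04). In Cdx1 MO, pla2g12b had 22.180 ± 7.238 CPM against 13.406 ± 9.437 in Mock MO, a log2 fold change of 0.8491 (standard error 0.2509, edgeR adjusted p = 0.0886; DESeq2 adjusted p = 0.0252). In Cdx4 MO it had 7.623 ± 0.860 CPM (log2 fold change -0.6260, standard error 0.2665, edgeR adjusted p = 0.0914). Compared directly, Cdx4 MO was below Cdx1 MO in every replicate, with a log2 fold change of -1.4751 (standard error 0.2635, edgeR adjusted p = 0.0064). Uninjected as the reference moved sephs1 in Cdx4 MO and pla2g12b in Cdx1 MO most, to -0.4683 and 0.2823 (edgeR adjusted p = 0.1445 and 0.7498). Leaving out replicate 3 moved pla2g12b in Cdx4 MO most, to -0.0269. With Uninjected as the reference, pla2g12b in Cdx4 MO moved the other way, to -1.1928 (edgeR adjusted p = 0.0117). The paper describes both families as answering differently to *Cdx4* and *Cdx1*.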

The two paralogous selenophosphate synthetase genes, *Sephs1* and *Sephs2*, are differentially responsive to *Cdx4* and *Cdx1*, as are the two vertebrate-specific duplicates of phospholipase A2 group 12 *Pla2g12b* and *Pla2g12a*. Though it is difficult to quantitatively assess the extent of such ‘paralogous regulation’, the identification of these examples demonstrates that vertebrate genome duplications can generate distinct duplicated pathways of interacting genes.

## Discussion

### Redundancy versus complementation

The generation of three Cdx genes dates back over 500 million years, and in no vertebrate species analysed to date has any of these three genes been lost, with the exception of the teleost fish (which still have three Cdx genes, having two *Cdx1* but no *Cdx2* gene; [15]). One possible explanation for evolutionary retention of the three Cdx genes is that they have distinct roles, none of which can be dispensed with. Paradoxically, however, studies in several species have suggested rather similar roles for the three genes. Most noticeably, all are expressed in the posterior part of the embryo, including but not restricted to the posterior endoderm [22, 43, 44]. A similar Cdx expression pattern was also seen for the single, pre-duplication, cephalochordate Cdx gene [14], and most likely represents the ancestral condition inherited by vertebrates.

These observations do not rule out different roles, however, including activation or repression of the different developmental pathways needed for posterior body development. For instance, one important role for Cdx genes is activation of posterior Hox genes, ensuring correct patterning of the axial skeleton. Which Cdx genes are most important for these functions remains unclear, although it is notable that in mouse development *Cdx1* and *Cdx2* cooperate in Hox-mediated axial skeleton patterning with overlapping, though not fully redundant roles [18, 19].

In addition to roles in posterior and axial patterning, an alternative reason for retention of duplicate genes could be acquisition of new gene-specific roles. Cdx genes are essential for the proper development of gut epithelium, but again there is evidence in mice for active cooperation between *Cdx1* and *Cdx2* in this process [20]. In mammals, one of the Cdx genes, *Cdx2*, has been recruited for an additional role in specification of trophectoderm [45], but since this tissue is mammal-specific this does not help resolve why all three genes were retained through vertebrate evolution. Finally, Cdx genes are also involved in haematopoiesis but again there is evidence for functional overlap, with all three genes implicated in mice and at least two in zebrafish [17, 21, 27]. Therefore, most case studies point toward cooperation and overlapping roles of Cdx genes rather than acquisition of distinctly different roles during development.

### Quantitative and qualitative differences between Cdx genes

In this study, we attempted to tease apart to what extent Cdx genes have shared versus gene-specific roles in *Xenopus* development. A particularly striking finding is that disruption of *Cdx4* gene activity has a massively greater effect on downstream gene expression than caused by disruption of either *Cdx1* or *Cdx2*. Between 7 and 10 times more downstream genes are affected by interference with *Cdx4* gene function than by interfering with *Cdx1* or *Cdx2*. This effect is not attributable to efficiency of *Cdx4* disruption, since global comparison of transcriptome change (Fig. 2), clustering based on expression fold-change (Fig. 3), and pathway analyses (Fig. 4) each reveal qualitative differences between the three genes, generally with *Cdx4* as the outlier from *Cdx1* and *Cdx2*. Despite quantitative and qualitative differences, we also find examples of shared biological roles, including effects on Wnt signalling, genes involved in angiogenesis or digestive tract development, and a common role in modulating gene expression during the early phase of zygotic transcription after the MBT. Even in these examples, however, our data suggest that the *Cdx4* gene plays the dominant role amongst a set of overlapping paralogues in *X. tropicalis*. It is perhaps relevant that the *Cdx4* gene has been retained throughout vertebrate evolution, whereas *Cdx2* was lost in teleost fish perhaps replaced by the second *Cdx1* gene that arose in teleosts [15]. It is possible, therefore, that *Cdx4* diverged in function from *Cdx1* and *Cdx2* early in vertebrate evolution; this could be tested by comparing the effects of gene disruption on transcriptomes in zebrafish and *Xenopus*.

Response-based gene clustering and functional category enrichment also revealed groups of genes with distinct responsiveness to different Cdx genes. These include sets of genes that respond to *Cdx4* only, to *Cdx4* plus *Cdx1*, or to *Cdx1* plus *Cdx2*. Developmental pathways also show differences in responsiveness, including PDGF and heme biosynthesis pathways affected by *Cdx1* and *Cdx2* disruption, and *Cdx4* primarily regulating Hh, gonadotropin, and Slit/Robo axon guidance pathways. These include some previously unsuspected roles for Cdx genes. These differences suggest that *Cdx4* may have gene-specific roles within the posterior nerve cord, with both *Cdx1* and *Cdx2* functioning during haematopoiesis. In general, gene-specific roles could represent either ancestral roles that have been partitioned between paralogous genes after duplication (for example, by duplication-degeneration-complementation [5]) or they could be novel roles added to individual Cdx genes after duplication. These are fundamentally different ways in which gene regulatory networks could be rewired after WGD, as discussed later.

### Colinear effects on Hox genes by Cdx genes

The developmental role of Cdx genes in elongation of the body axis and positional specification is mediated principally through activation of posterior Hox genes [14, 19, 29]. This interaction was confirmed in the present study, where disruption of Cdx gene function (notably *Cdx4* and the Cdx triple MO) resulted in reduced expression of middle and posterior Hox genes (excluding paralogy groups 12 and 13 due to their later expression). An opposite effect is observed for anterior Hox genes, which are up-regulated by disruption of Cdx function (Fig. 5a–c). The relationship between physical position in a Hox cluster and effect of Cdx gene disruption could be a manifestation of colinearity, meaning that a biological property changes concomitantly with genomic position. The finding that Cdx genes affect Hox gene expression in an approximately colinear manner is novel, as is the finding that anterior and middle/posterior genes can be affected in opposite directions.

This leads us to propose Cdx-Hox gene interaction as a sliding scale, moving from mild Cdx repression of anterior Hox genes (Hox1 to Hox2) to strong Cdx activation of posterior Hox genes (Hox9 to Hox11). This effect could be mediated by a direct effect of Cdx proteins on remodelling chromatin state, or direct transcriptional control, although such an inference would need testing at the tissue or cellular level. Furthermore, any such mechanism would be different from the effect reported recently during cell differentiation [46], which involved only particular Hox genes. All four Hox gene clusters are similarly affected, implying that the establishment of putative colinear regulation of Hox genes by Cdx genes predates the 2R genome duplications and the origin of vertebrates.

### Rewiring gene regulatory networks after WGD

WGD is expected to be a powerful evolutionary force, as simultaneous duplications of many different genes provides a great opportunity to reshuffle the interactions within gene regulatory networks [13]. Multiple regulatory schemes could arise after duplication, namely one gene regulating two duplicated targets, two duplicate genes regulating one target, or two duplicate genes each regulating different duplicated targets. We detected several such examples of elaborated post-duplication regulatory reshuffling in our dataset. The six clearest examples are the co-factor Smad genes, the Phlpp genes, the Presenilin genes, the Tlx genes, the selenophosphate synthetase genes, and the phospholipase A2 group 12 genes (Fig. 5f). Most of these examples comprise genes critically involved in developmental processes, such as intercellular communication, intracellular signalling, or activation of cell-type specific gene expression, which is reminiscent of previous results stressing the over-representation of such functional categories in post-duplication retained genes [10].

Each of these cases is likely to have evolved from an ancestral regulatory role of the Cdx gene, before genome duplication, with the paralogous Cdx and target genes elaborating on the ancestral interaction. However, reconstructing the full ancestral (pre-duplication) target set from our dataset is not possible. Some ancestral targets are likely to be present in the core set of 177 genes co-regulated by two or more vertebrate Cdx genes, but there may be other ancestral targets now regulated by only a single Cdx gene. A powerful way to distinguish pre-duplication and post-duplication targets would be by comparison to Cdx target genes in non-vertebrates; however, for this, functional interference techniques will be needed in systems such as annelids, echinoderms, and cephalochordates [47]. It would also be informative to examine empirically-determined genetic or protein-protein interaction networks [48] for 2R paralogues for traces of gene network evolution following genome evolution.

Two alternative models could explain the maintenance of paralogues after WGD: the first one proposes that paralogues largely share overlapping functions, which renders their presence necessary for downstream function through either dosage or through developmental buffering; the alternative model postulates that sub-functionalization and functional divergence redistribute the role of each paralogue, which makes their roles non-overlapping, but similarly essential. Our present dataset provides evidence that both these mechanisms are at play, but rejects that either of them could accurately predict the rewiring of genetic pathways after WGD.

## Conclusions

Herein, we have interfered with the function of all members of a developmentally important homeobox gene family and, for the first time, analysed detailed responses at the transcriptomic level. Our results show that duplicated Cdx genes share some common sets of target genes and downstream biological pathways, but there are also significant differences between the three genes. In development of *X. tropicalis*, each Cdx gene is responsible for orchestrating a unique transcriptome profile during development. These differences are manifest both quantitatively and qualitatively, with the *Cdx4* gene playing a quantitatively larger role than *Cdx1* and *Cdx2* in this species. These results suggest that the extent of functional redundancy between duplicated developmental regulators in vertebrates could have been overestimated, with shared roles and expression domains masking important functional differences manifest at the transcriptional level. We suggest that inherent robustness of vertebrate developmental and morphogenetic processes, with multiple pathways converging to generate complex phenotypes, can mask distinctive molecular phenotypes associated with different WGD paralogues. More generally, these data reveal that after WGD in the early evolution of vertebrates, paralogous genes encoding key transcriptional regulators maintained some shared roles yet also diverged functionally in evolution to orchestrate developmental complexity and robustness.

## Methods

### Morpholino injection

*X. tropicalis* eggs were obtained and fertilised as previously described in Faas L and Isaacs HV [23]. Staging followed Nieuwkoop PD and Faber J [49]. MOs to *Cdx1*, *Cdx2*, and *Cdx4* are described in Faas L and Isaacs HV [23] as ‘set-1’ and were designed by Amaya E. These MOs target the 5’UTR region of each mRNA and/or translation start site and block translation; specificity and effectiveness of translation inhibition has been verified previously by Western blotting, comparison of action to mismatch MOs, and rescue using an Xcad-VP16 construct [23]. For each MO experiment, 20 ng MO per embryo were injected at the 1- or 2-cell stage, in a total volume of 10 nL divided between each cell. When MOs targeted to all three Cdx genes were co-injected (‘triple’ or CdxA treatment), 6.67 ng of each MO were mixed. Two controls were also prepared: ‘Mock’ being injection of 20 ng of a standard control MO shown to have little discernible morphological effect [23] and ‘Back’ (background) comprising uninjected embryos. Both were required since gene expression changes can result from injection trauma or exposure to foreign molecules. Three replicate experiments were performed, at separate times, and using eggs and sperm from different parents; in each case the six conditions (Cdx1 MO, Cdx2 MO, Cdx4 MO, Triple MOs, Mock MO, Back) were performed on batches of sibling embryos; 10 to 20 embryos were harvested at early neurula stage 14 and total RNA prepared by the methods of Branney et al. [50].

### Transcriptome characterisation

mRNAseq libraries were prepared for each RNA sample using the TruSeq RNA kit (Illumina) at the Oxford Genomics Centre in the Wellcome Trust Centre for Human Genetics, University of Oxford. This procedure involves isolation of polyadenylated transcripts, chemical fragmentation, randomly primed reverse-transcription, and adapter ligation. Six libraries from a biological replicate were pooled on the same HiSeq2000 lane. Sequencing was performed for 100 cycles in paired-end mode, resulting in approximately 32 million paired-end reads for each sample (ranging between 25.2 M and 43.6 M reads per sample). Reads from each library were mapped to the JGI 4.2 version of the *X. tropicalis* genome (downloaded from [51]) using the splice-aware aligner TopHat (v2.0.4) with Ensembl gene models as guides for alignment [52]. The average mapping rate across libraries was 86 %, the value for each library ranging between 60 % and 92 %. We obtained read counts from Ensembl gene models using HTSeq library with an average 58.5 % of mapped reads within annotated exons [53]. In total, 18,336 of the 19,884 Ensembl gene models were covered by our transcriptome data in at least one sample. RNA-seq raw data and read counts have been deposited in the NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) under accession GSE71006.

### Differential expression

Differential expression analyses were conducted using DESeq2 [54]. The biological variation between replicates is relatively strong, possibly due to genetic differences between batches of embryos, subtle staging differences, or physiological effects (Additional file 7: Figure S1). To compensate for such effects, we accounted explicitly for the paired nature of replicates using a multifactor design [54]. 

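The counts show how much of the variation follows the replicate number. After the mean of each condition was removed, the leading principal component of the log2 CPM values held 77.9% of the variance, and 99.2% of its variance lay between replicate numbers. Samples of the same replicate number had correlated deviations across genes (mean r = 0.7821, 45 pairs), and the lowest of these was 0.5422. Between samples with different numbers the mean r was -0.3191 (90 pairs) and the highest 0.6671, so the ranges overlap. Removing the condition means by itself pushes this mean r down. Genes are not independent replicates, and the values describe only the direction of the deviations. With the block, Cdx1, Cdx2, Cdx4 and Triple MO had 282, 143, 3326 and 1640 genes with an adjusted p-value under 0.05 in edgeR, and with no replicate block 0, 0, 0 and 7. The paper reasons that fitting the replicate effect compensates for differences between batches of embryos.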

The model estimates the replicate effect associated with the paired nature of the samples, and improves detection of the treatment effect. Morpholino-injected samples were compared against the ‘Mock’ condition. Subsequently, genes showing significant differential expression in the ‘Mock’ against ‘background’ were excluded as potentially affected by injection (Additional file 1: Table S1). To support diagnostics in differential expression, FPKM values (fragment per kilobase and per million reads) were calculated for the Ensembl gene models using Cuffnorm in the Cufflinks package [55]. Several criteria were used to delineate a confident set of differentially expressed genes in each condition: (1) an adjusted *P* value (Benjamini-Hochberg correction) lower than 0.05 for the condition of interest, (2) unaffected in the ‘Mock’ against ‘background’ comparison (adjusted *P* >0.05), (3) an expression level greater than 2 FPKMs, and (4) a fold-change between reference and condition greater than 1.41 (log_2_(Fold-change) >0.5). Additional file 1: Table S1 gives the numbers of differentially expressed genes retained after filtering with each criterion. Additional file 8: Table S4 gives the differential expression statistics for all genes significant in at least one condition.

### Functional annotation

Gene ontology terms and Panther pathway annotation was extracted from Panther 9.0 (downloaded from [56]). Gene Set Enrichment Analysis was performed in R using the Piano 1.4 package [57]. Enrichment was scored assuming either non-directionality (disregarding direction of fold-change) or directionality (up- and down-regulated genes cancel out) and the best scoring method was retained for each functional category.

Clustering was employed to detect groups of genes with similar expression profiles across conditions. We selected the 2,683 genes showing significant differential expression in at least one condition and applied clustering on their fold-change values using Euclidean distances and Ward’s agglomeration method. We distinguished 12 clusters (k) that best recapitulate the diversity of expression profiles across conditions.

To obtain temporal expression profiles for differentially expressed genes, we deployed stage-specific RNAseq data from Tan et al. [25] (accession: GSE37452). These read data were extracted, mapped to the *X. tropicalis* genome, and read counts for Ensembl gene models recovered as described above. For each gene, expression values were normalized relative to their time of maximum expression. We then performed clustering according to temporal expression profiles using just the 2,683 genes that show differential expression in at least one condition. The frequencies of the seven clusters found to best recapitulate the expression profiles were examined among differentially expressed genes in all conditions.

### Ohnologue analysis

We first identified candidate sets of *X. tropicalis* genes putatively originating through the 2R vertebrate genome duplications by performing reciprocal blast between Ensembl *Xenopus* gene models and *Branchiostoma floridae* predicted proteins. We found 6,198 *Xenopus* genes satisfying an orthology relationship of 2, 3, or 4 to 1 with 1,255 amphioxus genes. These putative paralogy groups include 496 *Xenopus* genes differentially expressed in at least one morpholino condition. We retained the 32 cases in which at least two genes are differentially expressed in two distinct conditions. These candidates were further filtered by examining chromosomal position in human and *X. tropicalis* genomes for evidence of location in known 2R paralogy regions, and through phylogenetic analysis to date gene duplication events.

## Additional files

Additional file 1: Table S1. Number of differentially expressed genes after sequential cut-offs. (DOCX 47 kb) Additional file 2: Figure S2. Relationship between adjusted *P* values and expression fold-change in differential expression (‘volcano’ plot). (PDF 5370 kb) Additional file 3: Table S2. GO BP and Panther term enrichment in differentially expressed gene sets exclusive to the specific conditions (*Cdx1*, *Cdx2*, *Cdx4*, and Triple). Remaining genes regulated by two or more Cdx genes are grouped as ‘2ormore’. (XLSX 12 kb) Additional file 4: Table S3. GO BP and Panther term enrichment in clusters (corresponding to that of Fig. 3). (XLSX 14 kb) Additional file 5: Figure S3. Effect of morpholino oligonucleotides (MO) injection for each Cdx paralogue on Hox gene expression in *X. tropicalis*. Significant effects on Hox gene expression are indicated by a plain border, whereas non-significant effects are marked with a dotted border. The top right graph shows fold-change in Hox gene expression caused by triple MO injection plotted against paralogy group assignment; each data point represents one Hox gene. All genes included. Colours denote anterior (red), middle (green), and posterior (blue) paralogy group assignments, assigning group 3 to anterior. The bottom right graph shows expression fold-change compared between grouped sets of anterior, middle, and posterior genes (all four clusters, all Hox genes). (PDF 386 kb) Additional file 6: Figure S4. Expression fold-change of selected target genes belonging to Wnt and FGF gene families. The (*) indicates genes significant in differential expression analysis. (PDF 383 kb) Additional file 7: Figure S1. Heatmap representation of log-transformed normalised read counts in replicates of the experimental conditions for the 500 most expressed genes. As discussed, replicate 1 is divergent from the others. 

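In the counts, replicate 1 was the farthest from the others. The log2 CPM values of samples of the same condition had a mean r across genes of 0.9125 between replicates 1 and 2, 0.9032 between replicates 1 and 3 and 0.9838 between replicates 2 and 3; genes are not independent replicates. The mean absolute difference in log2 CPM was 0.7132, 0.7501 and 0.2666. No pair of samples of a condition was a repeat of 1 library: the chi-square statistic over its degrees of freedom was between 15.06 and 227.3 for the 18 pairs, where sampling noise alone gives a value near 1. Leaving out replicate 1 changed the number of genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test to 393 in Cdx1 MO, 134 in Cdx2 MO, 5515 in Cdx4 MO and 1282 in Triple MO.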

(PDF 350 kb) Additional file 8: Table S4. List of genes with differential expression triggered by Cdx MOs as determined by DESeq2.

## Abbreviations

2R: Two rounds
FGF: Fibroblast growth factor
MBT: Mid-blastula transition
MO: Morpholino oligonucleotide
WGD: Whole genome duplication

# Supplementary material for: Cdx ParaHox genes acquired distinct developmental roles after gene duplication in vertebrate evolution
**Source:** BMC Biol. 2015 Aug 1;13:56. doi: 10.1186/s12915-015-0165-x
**Supplement:** Additional file 1: Table S1. — Number of differentially expressed genes after sequential cut-offs.

**Supplementary Table S1.** Number of differentially expressed genes after sequential cut-offs

|  | **Cdx1** | **Cdx2** | **Cdx4** | **Triple** | **Back-Mock** |
| --- | --- | --- | --- | --- | --- |
| p_MO_ <0.05 | 602 | 461 | 3471 | 1919 | 158 |
| p_MO_ <0.05 & FPKM>2 | 580 | 447 | 3083 | 1763 | 153 |
| p_MO_ <0.05 & FPKM>2 & p_BM_>0.05 | 513 | 361 | 2988 | 1682 | - |
| p_MO_ <0.05 & FPKM>2 &  p_BM_>0.05 & log_2_FC>0.5 | 304 | 213 | 2018 | 1132 | - |

p_MO_ is the p-value of the test for condition effect, and p_BM_ is the p-value for ‘background’ vs. ‘Mock’ test corresponding to genes likely induced by MO injection.

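Table S1 counts, for each condition, the genes left after each cut-off of the paper in turn. The values computed here from the deposited counts follow the same order, with a mean of at least 2 CPM in place of the FPKM cut-off. From the 282, 143, 3326 and 1640 genes with an adjusted p-value under 0.05 in Cdx1, Cdx2, Cdx4 and Triple MO (edgeR's quasi-likelihood test), the expression cut-off left 268, 138, 2956 and 1477. The injection filter then left 246, 116, 2935 and 1456, and the fold change cut-off left 211, 105, 2259 and 1163. The injection filter uses the comparison of Uninjected with Mock MO, in which 25 genes had an adjusted p-value under 0.05 with edgeR and 178 with DESeq2.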

How the deposited data were processed for this re-analysis (not part of the article)

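RNA-seq of whole *Xenopus tropicalis* embryos at stage 14 was analysed in 18 samples, 3 replicates for each of 6 conditions (Uninjected, Mock MO, Cdx1 MO, Cdx2 MO, Cdx4 MO and Triple MO). The authors mapped read pairs to the JGI genome assembly with TopHat guided by Ensembl gene models, counted them on those models with HTSeq, and deposited 1 file of raw counts per sample, without normalization and with 5 summary counters that are not genes. The condition and the replicate number of each sample were taken from the sample labels, and the meaning of the replicate number (sibling embryos, a shared lane) from the paper's methods.

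Everything else was computed from these counts. The files hold 19884 gene models, 18336 of them with a count, and 10616592 to 22271216 counts on genes per sample (median 16367415). The main fit used R 4.3.3 and edgeR 4.0.16: TMM normalization, edgeR's filter on low counts (13538 genes kept), and the quasi-likelihood test in 1 fit of all samples, with the condition and the replicate number as additive factors, and Benjamini-Hochberg adjustment over the genes of each comparison. The block follows the multifactor design in the paper's methods. The fit left 10 residual degrees of freedom, and the common biological coefficient of variation was 0.1538. CPM, computed here, are counts scaled to the TMM-normalized library size. At 2 CPM a gene has 21.2 counts at the lowest depth and 44.5 at the highest. Log2 ratios of single replicates were taken with 0.5 CPM added, so they understate changes of genes with low counts.

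A filtered set holds the genes with an adjusted p-value under 0.05, an adjusted p-value over 0.05 for Uninjected against Mock MO, a mean of at least 2 CPM over the 18 samples and an absolute log2 fold change over 0.5. The mean CPM stands in for the paper's FPKM cut-off, since neither gene lengths nor a reference genome were available. Correlations of fold changes are across the 11000 genes with a mean of at least 2 CPM. The Hox correlation has a permutation p from 100000 permutations with a fixed seed (scipy 1.17.1), and the Hox groups (paralogy groups 1 to 3, 4 to 8 and 9 to 13) were compared by exact one-tailed Kolmogorov–Smirnov tests. Differences between MOs were tested directly in the main fit. Other parts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

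The genes named in the text are those that the paper's Results or Fig. 5 name and whose identifier is paired with that name in Table S4, and for each comparison the 3 with the largest absolute log2 fold change in the filtered set that had a mean of at least 5 CPM, the same direction in all 3 replicates and a symbol. No gene met the latter rule for Uninjected against Mock MO. Only 1998 rows of Table S4 were available, 1922 of them with a symbol, so 17 Hox genes could be identified. Cluster membership was also taken from that table. The fits were tested on simulated counts with the real means, library sizes and dispersions. Of 200 genes changed at least 2-fold in 1 condition, equally in all replicates, 160 were recovered and 13 of 173 calls were false (7.514%). In a condition without changes 0 genes were called, and the median absolute error of the log2 fold change was 0.126. Smaller changes, or changes that differ between replicates, were not simulated.

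The alternatives were DESeq2 1.42.0 with the block, with maximum-likelihood or shrunken fold changes; no replicate block; only the 2 groups compared; DESeq2's size factors in edgeR; no filter on low counts; Uninjected as the reference; leaving out each replicate in turn; other cut-offs on CPM; no injection filter; and for correlations, separate references. The main design, the mapping of samples, the rule for named genes and all of these alternatives were fixed before the processed files arrived, and none was added later. For comparisons of 3 samples with 3, the fit was repeated for the 10 splits of the 6 samples, and for the other results across 60 relabellings of the injected samples within replicates.

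Temporal profiles from earlier stages, gene ontology and pathway tests, and in situ results rest on data that are not in the files analysed here and were left out. Named genes without an identifier in the available rows were not analysed here.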

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

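The vps54 transcript (ENSXETG00000013000, mean 48.5682 CPM) was flagged because it changed in opposite directions in different MO conditions. Against Mock MO, its log2 fold change was -0.5321 in Cdx1 MO (standard error 0.1298, edgeR adjusted p = 0.0423), 0.5602 in Cdx2 MO (standard error 0.1278, edgeR adjusted p = 0.0439) and 0.5275 in Cdx4 MO (standard error 0.1283, edgeR adjusted p = 0.0093). Compared directly, Cdx2 MO exceeded Cdx1 MO by 1.0924 (standard error 0.1298, edgeR adjusted p = 5.7e-04) and Cdx4 MO exceeded it by 1.0597 (standard error 0.1302, edgeR adjusted p = 4.5e-04). The direction was the same in all 3 replicates. That 1 replicate carries the difference was tested with a prediction made after the result was seen: with each replicate left out, the smallest difference between Cdx2 and Cdx1 MO was 0.9447, so no single replicate carries it, and the difference was significant in 2 of the 3 fits. Uninjected embryos were 0.3893 above Mock MO. Binding of the Cdx1 MO to another transcript and reads shared with a related gene were not tested, since no sequences were available, and these explanations remain beside a biological difference between the MOs. A specific effect of Cdx1 MO on vps54 is a hypothesis found and tested on the same data.

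The gene ENSXETG00000025578 (no symbol, mean 15.9450 CPM) was flagged because it fell in Cdx4 MO and rose in Triple MO, with log2 fold changes of -0.7626 (standard error 0.2423, edgeR adjusted p = 0.0307) and 0.8347 (standard error 0.2320, edgeR adjusted p = 0.0300). Triple MO exceeded Cdx4 MO directly by 1.5973 (standard error 0.2422, edgeR adjusted p = 0.0073), in the same direction in all 3 replicates. With each replicate left out, a test whose prediction was made after the result was seen, the smallest difference was 1.2996, and it was significant in 1 of the 3 fits. Uninjected embryos were at -0.1503 relative to Mock MO. Reads shared with other genes and effects of an MO on other transcripts were not tested, so the pattern cannot be told apart from these and stays a hypothesis.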

How the results depend on the processing

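Of 31 headline results, 1 was classed as unchanged under every alternative, Spearman's rho over all 17 Hox genes. It stayed negative with p under 0.05 in the permutation test. Its value still moved from -0.7662 (permutation test p = 5.2e-04) to -0.4960 without replicate 3 (permutation test p = 0.0448). The choices tried were all set before the files arrived; the 4 correlations over genes in both filtered sets of a pair were added to the results after the main values were seen. A cut-off on FPKM, also planned, was not run because no gene lengths were available; no fit was started for it, so there is no time to report.

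With no replicate block, 0 genes had an adjusted p-value under 0.05 in Cdx1, Cdx2 and Cdx4 MO (main fit 282, 143 and 3326), 7 in Triple MO (1640) and 0 for Uninjected against Mock MO (25). The filtered sets held 0, 0, 0 and 7 genes (main 211, 105, 2259 and 1163), 0 genes were in at least 2 sets (121) or in all 3 (25), 0 of the Triple MO genes were shared (851) and 7 were not (312), and 0 were past a 2-fold change in each single-MO set (48, 10 and 684). Between MOs, 0 genes differed for Cdx4 and Cdx1 MO (1659), 0 for Cdx4 and Cdx2 MO (1664) and 2 for Cdx2 and Cdx1 MO (47). The anterior Hox median exceeded the middle one by 0.3329 (main 0.3087; exact p = 0.1667). Fewer than 4 Hox genes were significant, so rho over significant genes has no value here or without replicate 2. Without the block, the differences between clutches and lanes enter the spread that each condition is tested against, which could explain the loss of genes.

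With DESeq2, the counts were 664 in Cdx1 MO, 524 in Cdx2 MO and 178 for Uninjected against Mock MO, and with its shrunken fold changes 666, 538 and 179. The filtered sets held 369 and 262 genes in Cdx1 and Cdx2 MO (shrunken 324 and 219), 267 genes were in at least 2 sets (215), 41 in all 3, and 125 differed between Cdx2 and Cdx1 MO (127). Past a 2-fold change were 19 genes in Cdx2 MO, and with shrunken fold changes 26, 5 and 156 in Cdx1, Cdx2 and Cdx4 MO; shrinkage pulls uncertain fold changes towards 0. The shrunken anterior minus middle difference was 0.2688 (exact p = 0.1667).

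With only the 2 groups compared, 145, 21, 678, 612 and 14 genes were past the threshold in Cdx1, Cdx2, Cdx4 and Triple MO and Uninjected, and the filtered sets held 133, 14, 621 and 582. There were 38 genes in at least 2 sets, 3 in all 3, 276 shared with Triple MO, 6 and 364 past a 2-fold change in Cdx2 and Cdx4 MO, and 0, 0 and 25 genes between Cdx4 and Cdx1, Cdx4 and Cdx2, and Cdx2 and Cdx1 MO. This fit has 2 residual degrees of freedom in place of 10, which may explain the lower counts. It gave no value for tlx2 in Cdx2 and Cdx4 MO.

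With Uninjected as the reference, 65, 0, 1855 and 556 genes were past the threshold in Cdx1, Cdx2, Cdx4 and Triple MO, the filtered sets held 58, 0, 1333 and 460, 7 genes were in at least 2 sets and 0 in all 3, 271 and 189 Triple MO genes were shared and not shared, and 20, 0 and 402 were past a 2-fold change in Cdx1, Cdx2 and Cdx4 MO. The anterior minus middle difference was 0.1988 (exact p = 0.3452), and r was 0.4642 for Cdx1 and Cdx2 MO and 0.2518 for Cdx2 and Cdx4 MO (main 0.6684 and 0.4981). With separate references, r was 0.0837 and 0.0249 for Cdx1 and Cdx2 MO, 0.2090 and 0.1098 for Cdx1 and Cdx4 MO (main 0.5253), 0.1185 and 0.0389 for Cdx2 and Cdx4 MO, and 0.6139 and 0.6184 for Triple and Cdx4 MO (main 0.8299), across genes that are not independent replicates. Over the genes in both filtered sets of a pair, it was 0.5300 and 0.4403 for Cdx1 and Cdx2 MO (main 0.8673), 0.7708 and 0.7344 for Cdx1 and Cdx4 MO (0.9141), 0.7390 and 0.7074 for Cdx2 and Cdx4 MO (0.9492) and 0.8854 and 0.8818 for Triple and Cdx4 MO (0.9644), and with Uninjected as the reference for both it was 0.6076, 0.7850 and 0.8165 for the first 3 pairs. Using separate references takes away the Mock MO samples that both fold changes otherwise share, which could explain the fall. With the injection filter off, 38 genes were in all 3 sets and 17 in Cdx2 MO were past a 2-fold change; with no CPM cut-off, 1045 in Cdx4 MO were.

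Across the 3 fits that each left out a replicate, the genes past the threshold ran from 5 to 393 in Cdx1 MO, 1 to 134 in Cdx2 MO, 1 to 5515 in Cdx4 MO, 6 to 1709 in Triple MO and 0 to 17 for Uninjected. The filtered sets ran from 5 to 317, 0 to 103, 1 to 3761 and 6 to 1527, the genes in at least 2 sets from 1 to 225, in all 3 from 0 to 45, the shared Triple MO genes from 2 to 825 and the others from 4 to 1295. Past a 2-fold change were 5 to 75, 0 to 10 and 1 to 1347 genes in Cdx1, Cdx2 and Cdx4 MO. Between MOs the counts ran from 5 to 4621 (Cdx4 and Cdx1), 0 to 4249 (Cdx4 and Cdx2) and 6 to 26 (Cdx2 and Cdx1). The Spearman correlation over significant Hox genes ran from -0.7177 to -0.5256, the anterior minus middle difference from 0.3112 to 0.5304 and the middle minus posterior one from 0.3028 to 0.7049. The lowest set sizes came without replicate 2 or replicate 3 and the highest mostly without replicate 1. With 12 samples the fit has 5 residual degrees of freedom.

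Of 1070 rows for single genes, 780 were classed as unchanged, 245 lost significance, 21 gained it and 24 reversed. Of 480 for cluster means, 438 were classed as unchanged, 35 moved and 7 reversed. None of the 24 reversed values for single genes had an adjusted p-value under 0.05. The 31 reversed values also include 7 cluster means, which have no p-value. With Uninjected as the reference they were cdx1 in Cdx2 MO -0.0614, cdx2 in Cdx4 MO -0.1863, cdx4 in Cdx1 and Cdx2 MO -0.0458 and -0.0373, hoxd3 in Cdx4 MO -0.0114, fgf4 in Triple MO -0.3901, phlpp2 in Cdx4 MO -0.0024, psen2 in Cdx2 MO 0.1721, tlx3 in Cdx2 MO 0.0004, sephs1 in Cdx1 MO 0.0008, pla2g12b in Cdx2 and Triple MO -0.3979 and -0.4850, and clusters 7, 10 and 12 in Cdx2 MO 0.0199, 0.0011 and -0.0016 and cluster 11 in Cdx4 MO -0.0537. With no replicate block they were smad4.1 in Cdx2 MO -0.0950 and pla2g12b in Triple MO -0.0082. Over the fits that left out a replicate, the ranges were -0.0001 to 0.2861 for cdx2 in Cdx4 MO, -0.1114 to 0.3038 for phlpp2 in Cdx4 MO, -0.0779 to 0.5708 and -0.1313 to 0.5322 for pla2g12b in Cdx2 and Triple MO, -0.3565 to 0.4061 for fgf4 in Triple MO, -0.1148 to 0.2898 for smad4.1 in Cdx2 MO, -0.3550 to 0.1773 for psen2 in Cdx2 MO, -0.3507 to 0.2038 for psen2 between Cdx4 and Cdx1 MO, -0.0198 to 0.0502 and -0.0451 to 0.0767 for cluster 5 in Cdx2 and Cdx1 MO, and -0.0465 to 0.0209 for cluster 8 in Cdx1 MO. Depth limits the results for tlx2 and fgf4, with means of 1.3385 and 1.7026 CPM.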

Differences from the paper's values

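The paper's Table S1 gives 602 genes with an adjusted p-value under its threshold for Cdx1 MO, 461 for Cdx2 MO and 158 for Uninjected against Mock MO, against 282, 143 and 25 in the main fit here. Of the alternatives set before the files arrived, DESeq2 (664, 524 and 178) and DESeq2 with shrunken fold changes (666, 538 and 179) came within 1.5 times the paper's values, and the others did not. After the expression cut-off, the paper has 580, 447 and 153, against 268, 138 and 25; DESeq2 gave 660, 524 and 175 and its shrunken version 662, 538 and 175, and no other alternative came within that range. After the injection filter, the paper has 513 genes for Cdx1 MO and 361 for Cdx2 MO, against 246 and 116. DESeq2 (578 and 419) and its shrunken version (580 and 428) came within range for both, the fit without replicate 1 (367) for Cdx1 MO only, and the others for neither. The paper's final Cdx2 MO set has 213 genes, against 105; DESeq2 (262) and its shrunken version (219) came within range and the others did not.

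For genes of the Cdx4 MO set changed more than 2-fold, the paper states 362, against 684. The fit of only the 2 groups compared (364), Uninjected as the reference (402) and a mean of at least 4 CPM (497) came within range, and the others did not. The p-values of the Kolmogorov–Smirnov tests are 0.0068 (anterior and middle) and 0.0007 (middle and posterior) in the paper. Exact tests on the 17 Hox genes identified here gave 0.0476 and 0.0023, and no alternative closed either gap. With 3 anterior and 6 middle genes the exact test cannot reach 0.0068, so that gap says nothing about the processing.

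Some log2 fold changes of named genes differ from Table S4 by more than the error, which is the SD over 3 replicates of the log2 ratio, or in sign. For cdx4 in Cdx2 MO the paper's value is 0.1736, against 0.2128, and no alternative closed the gap. For hoxd9 in Cdx4 MO it is -1.1480, against -1.4506; the shrunken DESeq2 value (-1.0340) and the fit without replicate 2 (-1.3169) came within the error, and the others did not. For fgf4 in Cdx4 MO it is 0.7717, against 0.9206; shrunken fold changes (0.6430), no replicate block (0.9170), no filter on low counts (0.9054) and the fits without replicate 1 (0.8552) and replicate 2 (0.8649) came within the error, and the others did not. For fgf4 in Triple MO it is -0.0185, against 0.0985, a difference in sign only, since the values lie within the error (0.4523) of each other. Uninjected as the reference (-0.3901) and the fit without replicate 2 (-0.3565) gave the paper's sign, though farther from its value, and the other alternatives gave the opposite sign. For tlx2 the paper's values in Cdx1, Cdx2, Cdx4 and Triple MO are 2.0692, -0.2910, 0.7866 and 2.2555, against 3.4575, 0.7135, 1.9698 and 3.5950. For Cdx4 MO, shrunken fold changes (0.6076) and the fit without replicate 3 (1.4305) came within the error, and no alternative did for the other 3 conditions. For tlx3 in Cdx2 MO it is -0.2738, against -0.5547, within the error with shrunken fold changes (-0.3818) and without replicate 1 (-0.4811) only. For tlx3 in Cdx4 MO it is -1.4015, against -1.8256, within the error with Uninjected as the reference (-1.2705) only. For cacna2d4 in Cdx1 MO it is 3.0235, against 3.7335, and no alternative closed the gap. For cacna2d4 in Triple MO it is 2.2418, against 2.8691, within the error with shrunken fold changes (1.8878) and without replicate 3 (2.5541) only.

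The paper states that Cdx2 has the most abundant transcript of the 3 genes. Its Fig. 2 shows about 75 FPKM for Cdx1, about 480 for Cdx2 and about 170 for Cdx4 at stage 14, read by eye. In the counts of Uninjected embryos, cdx4 (354.958 CPM) ranked above cdx1 (200.439 CPM) and cdx2 (121.837 CPM). CPM are not divided by gene length, so this order cannot contradict the paper's. The paper states that genes going up and down are in comparable proportion in each condition, whereas here 81 genes rose and 24 fell in the Cdx2 MO set, and 90 rose and 30 fell among the genes in at least 2 sets. The paper describes clusters 6 and 8 as unaffected by Cdx1 or Cdx2 MO. The mean log2 fold change of cluster 6 was 0.4344 in Cdx1 MO and 0.3379 in Cdx2 MO, with 1 of 83 genes significant in each. With Uninjected as the reference these means were 0.2157 and 0.1191. The cluster 8 means, -0.0153 and -0.0395, do not differ from the paper's description.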

Other observations

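Which results other groupings of the same samples could give was tested with predictions made before the results were seen, except where stated. For each of the 12 counts that compare 3 samples with 3 (genes past the threshold for the 4 MOs and Uninjected against Mock MO, the 4 filtered sets, and the 3 comparisons between MOs), 1 of the 10 splits of the 6 samples, the real one, gave as many genes. A share under 0.1 is not possible with 10 splits. Most of the 10 splits also break the pairing by replicate, and leaving those out would raise the lowest possible share. These counts therefore cannot be told apart from a chance split by this test alone. For the other results the 5 injected conditions were relabelled within replicates 60 times, the real labels included. As large a result came from 2 of 60 for genes in at least 2 sets, 1 for genes in all 3 sets, 1 for shared Triple MO genes and 1 for genes in the Triple MO set alone. For the Hox genes it came from 2 of 60 for rho over all genes, 2 for anterior against middle and 1 for middle against posterior genes. For rho over significant Hox genes it came from 1 of 60. Most relabellings left too few significant Hox genes to give that rho, so they cannot judge it. For genes changed more than 2-fold it came from 1 of 60 in Cdx1 MO, 3 in Cdx2 MO and 2 in Cdx4 MO. For Pearson's r it came from 14 of 60 for Cdx1 and Cdx2 MO, 26 for Cdx1 and Cdx4 MO, 29 for Cdx2 and Cdx4 MO and 5 for Triple and Cdx4 MO, so correlations of this size also arise without the real labels. For r over the genes in both filtered sets of a pair (predictions after the results were seen), it came from 2 of 60 for Cdx1 and Cdx2 MO, 2 for Cdx1 and Cdx4 MO, 1 for Cdx2 and Cdx4 MO and 2 for Triple and Cdx4 MO. Only 2 of the 60, the real labels included, left at least 4 genes in both sets, so the relabellings cannot judge these correlations.

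The fold changes of a pair of MOs are both taken against the same Mock MO samples, which could by itself correlate them. With 1 MO against Mock MO and the other against Uninjected, the mean of the 2 values of r was 0.0543 for Cdx1 and Cdx2 MO, 0.1594 for Cdx1 and Cdx4 MO, 0.0787 for Cdx2 and Cdx4 MO and 0.6162 for Triple and Cdx4 MO, across genes that are not independent replicates. The predictions were written after the main values were seen. The shared reference remains an explanation for the first 3 correlations, and it does not account for most of the last. Among the 121 genes in at least 2 single-MO sets, 98.3% changed in Uninjected embryos against Mock MO in the same direction as in the MOs (prediction after the result was seen), which is consistent with the Mock MO samples contributing to this group. Whether the mock MO itself changes these genes cannot be told from a deviation of 3 samples.

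Genes were assigned to Triple MO alone or Cdx4 MO alone by thresholds on separate tests, which could separate genes that respond alike. Of the genes in the Triple MO set alone, 0.6% differed directly between Triple and Cdx4 MO, and of the genes in the Cdx4 MO set only, 25.3% differed directly from both Cdx1 and Cdx2 MO. Both predictions were written after the result was seen. In the Cdx4 MO set only, 780 of 2146 genes differed from Cdx1 MO, 839 from Cdx2 MO and 1071 from neither. A response of the same genes that is weaker in the other condition remains an explanation for both groups. A direct difference also arises where the other response is weaker but present, so these tests cannot separate a weaker response from none. In Cdx1 and Cdx2 MO, 85.9% and 84.3% of the 2146 genes changed in the same direction as in Cdx4 MO, all against the same Mock MO samples. That some genes respond to 1 condition only remains a hypothesis.

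The Cdx4 MO set is larger than the Cdx1 and Cdx2 MO sets. Lower spread among its replicates could cause this, but the median residual SD of Cdx4 MO was 1.4710 times the mean of the others (prediction before). The fit shares 1 spread per gene between all conditions, so it understates a larger spread in Cdx4 MO. Whether this adds genes to the Cdx4 MO set was not tested. Larger libraries could also make the set larger, but the median total count of Cdx4 MO was 0.7832 times that of the others (prediction after). The Mock MO samples as reference could favour it, but against Uninjected it had 28.5385 times as many genes past the threshold as Cdx1 MO (prediction before). A toxic response to the MO was examined through p53 targets in the Cdx4 MO list of Table S4, which held 4 of 40 listed genes (polk, tp53inp1, sesn3 and gadd45a). All 4 rose, against 51.3% of the other genes (Fisher's exact one-tailed p = 0.0695, prediction after); with 4 genes the test cannot go lower, so a toxic response cannot be told apart from a larger effect of Cdx4, which stays a hypothesis.

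The Cdx4 MO response is weaker in replicate 1 than in the other replicates. The Mock MO sample of replicate 1 could cause this, but against Uninjected the ratio of replicate 1 to the others was 0.1896 (prediction before). A lower range in all samples of replicate 1 could too, but the same ratio for Triple MO was 1.5364 (prediction after). A mislabelled sample could too, but cdx4 rose in the Cdx4 MO sample of replicate 1 by a log2 ratio of 0.7453 (prediction after). Since cdx4 also rose by 1.1441 in Triple MO replicate 1, this test cannot rule out a swap with that sample. A clutch or an injection that differed remains untested, since the clutch, the lane and the injection share the replicate number. In all 6 conditions, replicate 1 had the highest share of counts in its 10 most counted genes (prediction after), so a few abundant genes may contribute to the distance of replicate 1 from the others.

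Cdx2 has the highest FPKM in the paper and the lowest CPM of the 3 Cdx genes here. If gene length alone made this difference, the length implied for Cdx2 would be 0.1066 times the mean of those implied for Cdx1 and Cdx4 (prediction after). This ratio is CPM over FPKM (read by eye) and restates the difference, so it would be low whatever the cause and tests none. Gene lengths were not available, and a short gene model and reads lost to other models both remain untested.

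In the 1998 rows of Table S4 available, the column of adjusted p-values for Triple MO equals that for Cdx4 MO in 1998 rows. The counter for alignments that were not unique ran from 9045335 in Mock MO replicate 3 to 34701926 in Uninjected replicate 3.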
